# Differential gene expression in mouse retina related to regional differences in vulnerability to hyperoxia

**Published:** 2010-04-28

**Authors:** Yuan Zhu, Riccardo Natoli, Krisztina Valter, Jonathan Stone

## Abstract

**Purpose:**

In the C57BL/6J mouse retina, hyperoxia-induced degeneration of photoreceptors shows strong regional variation, beginning at a locus ~0.5 mm inferior to the optic disc. To identify gene expression differences that might underlie this variability in vulnerability, we have used microarray techniques to describe regional (superior-inferior) variations in gene expression in the retina.

**Methods:**

Young adult C57BL/6J mice raised in dim cyclic illumination (12 h at 5 lx and 12 h in darkness) were exposed to hyperoxia (75% oxygen for two weeks). Retinas were collected from hyperoxia-exposed and control animals without fixation and divided into superior and inferior halves. RNA was extracted from each sample, purified, and hybridized to Mouse Gene 1.0 ST arrays (Affymetrix). The consistency of the microarray results was assessed using quantitative PCR for selected genes. Expression data were analyzed to identify genes and ncRNAs whose differential expression between the superior and inferior retina could be associated with relative vulnerability to hyperoxia.

**Results:**

In control retinas, only two genes showed a fold difference in expression >2 between the superior and inferior retina; another 25 showed a fold difference of 1.5–2.0. Of these 27, the functions of six genes, including ventral anterior homeobox containing gene 2 (*Vax2)* and T-box 5 (*Tbox5),* are related to parameters of anatomic development and the functions of five are related to sensory perception. Among the latter, short-wave-sensitive cone opsin (*Opn1sw*) was more strongly expressed in the inferior retina and medium-wave-sensitive cone opsin (*Opn1mw*) in the superior retina. This is consistent with known differences in S- and M-cone distribution, confirming our separation of retinal regions. The highest fold difference was reported for membrane metalloendopeptidase (*Mme)*, a member from the metallothionein group of cytoprotective proteins. To identify genes whose regulation by hyperoxia was significantly different between the inferior and superior retina, we calculated the “fold margin” (FM, the difference between hyperoxia-induced regulation in the inferior and superior retina) for each gene, and identified genes for which abs(FM) > 0.5. Genes thus identified numbered 112, and included many immune-, cell defense-, and inflammation- related genes.

**Conclusions:**

Gene expression analysis revealed relatively subtle differences between inferior and superior regions of control C57BL/6J retinas, with only 27 genes showing an expression difference >1.5 fold. Among these, genes related to cytoprotection and apoptosis were included, along with genes related to central projections and cone-type differences. After hyperoxia-induced photoreceptor degeneration had begun, the number of genes that showed significant expression differences between the inferior and superior retina more than quadrupled, with genes related to immune processes, defense processes, and inflammation being numerically dominant.

## Introduction

Tissue oxygen levels play an important role in the development of the retina and in the stability of photoreceptors. During development, the retina is initially avascular and is supplied with oxygen by diffusion from choroidal circulation. As photoreceptors develop and commence functioning in rodents during the second week of postnatal life [1], their consumption of oxygen increases steeply and their retinas become hypoxic. The onset of hypoxia is the stimulus for vasculogenesis [2], mediated by the potent hypoxia-induced angiogenic vascular endothelial growth factor (VEGF) [3]. The formation of retinal vessels relieves the hypoxia induced by photoreceptor activity. During this period, oxygen regulates a naturally occurring process of photoreceptor death in a linear way, hypoxia accelerating and hyperoxia decelerating the rate at which photoreceptors die [4]. As retinas mature, however, hyperoxia becomes toxic; both hypoxia and hyperoxia destabilize photoreceptors [5]. The toxic impact of hyperoxia on photoreceptors was first reported in adult rabbits [6] and subsequently in rodents [7,8]. Hyperoxia also induces the death of endothelial cells and the thinning of retinal vasculature and reduces VEGF expression (thus the opposite of the angiogenic effect of hypoxia) [9].

There is also evidence that hyperoxia can improve the stability of photoreceptors. In experimental retinal detachment, hypoxia caused by the separation of the outer retina from its normal source of nutrients is a factor in inducing the death and deconstruction of photoreceptors, as well as in reducing glial proliferation. Hyperoxia mitigates all these pathologies [10,11]. Hyperbaric oxygen therapy (HBO), which involves very high tissue oxygen levels for short periods, has been reported to have long-lasting benefits for patients with retinitis pigmentosa [12] and several other ophthalmic diseases, including glaucoma, macular detachment, and neovascular disease [13]. In recent work undertaken to resolve this apparent discrepancy [8,14], we have noted that the impact of hyperoxia on retinal gene expression is biphasic, initially regulating protective genes and later regulating genes related to photoreceptor death. This suggests that hyperbaric oxygen protects the retina because it is produced briefly, typically lasting only a few hours a day, and may regulate only the protective cohort of genes.

This study probes the mechanism of oxygen-induced destabilization of photoreceptors by exploiting known regional differences in photoreceptor vulnerability. A superior-inferior gradient of vulnerability is evident for hyperoxia, which in C57BL/6J mice affects photoreceptors in the inferior retina more severely [14,15]. Other works have described a periphero-central gradient in photoreceptor vulnerability to hyperoxia, both hyperbaric [16] and normobaric [7]. It is possible that these researchers noted the central location of vulnerable photoreceptors, without noting whether they were located in the superior or inferior retina.

Several gradients of vulnerability of the retina have been previously reported. For example, light-induced retinal damage can be more severe in the superior retina than the inferior retina of albino rats [17,18]. Degeneration induced by the photoreceptor toxin iodoacetic acid is more severe in the inferior retina and visual streak of rabbit retinas [19] and, in a genetically degenerative mouse model (the *rd/rd* mouse), significantly more cones survive in the inferior than superior hemisphere in most retinas [20]. Although various factors, such as light history, rhodopsin content, and fatty acid composition have been reported to influence the vulnerability of photoreceptors to damage, the mechanisms responsible for regional variations of photoreceptor vulnerability to hyperoxia remain unknown.

## Methods

### Animals and hyperoxic damage

C57BL/6J mice, a hyperoxia-vulnerable strain [21], were used for this study. Mice were raised in dim cyclic illumination (12 h at 5 lx and 12 h in dark) and maintained in this level of lighting for the duration of the experiment. At the postnatal age (P) of P83–P90 days, some mice were exposed to constant hyperoxia (75% O_2_) for 14 days. During exposure, the mice were given free access to food and water and were housed in plexiglass chambers, in which the oxygen level was controlled by a feedback device (OxyCycler; Reming Bioinstruments, Redfield, NY).

### RNA isolation and purification

Oxygen-exposed animals were euthanized at the end of the period of hyperoxia; controls were euthanized at the same age. Retinas were removed and divided into superior and inferior halves. Retinal samples from two animals (one male and one female) were pooled for each condition (superior and inferior retina from the controls, superior and inferior retina exposed). RNA extraction was performed using TRIzol Reagent (Invitrogen™ Life Technologies, Carlsbad, CA) and an RNAqueous-Micro Kit (Ambion, Foster City, CA). TRIzol was used to isolate the RNA and the RNAqueous-Micro Kit was used to purify and DNase-treat the RNA. Retinas were quickly placed into a 1.5 ml tube containing 200 µl of TRIzol. Following the homogenization of retinas on ice, a further 660 µl of TRIzol and 160 µl of chloroform were added to the tube. The tube was vortexed for 20 s and allowed to stand for 7 min at room temperature. The tubes were centrifuged at 13,000× g for 10 min at 4 °C. The supernatant was then removed and placed into a clean 1.5 ml tube with half its volume of 100% ethanol. The tube was vortexed briefly before the contents underwent purification and DNase treatment, as detailed in the RNAqueous-Micro Kit manual. Purified DNAase-treated RNA was analyzed using a ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), to determine the quantity and quality of the sample. RNA samples were used only if the A_260_/A_280_ ratio was above 1.9 and the RIN (RNA integrity number) was greater than 8.5.

### Affymetrix microarray analysis

The Affymetrix (Santa Clara, CA) Mouse Gene 1.0 ST Array was used; this is a whole transcript-based array that interrogates 28,853 well annotated genes. Staining, hybridization, washing, and scanning of the array were performed at the Biomolecular Resource Facility at the John Curtin School of Medical Research, Australian National University, following manufacturers’ protocols. Two experimental replicates were run independently, providing duplicates for each condition. Gene expression data were stored in .cel format files that could be interpreted by array analysis software.

### Quality assessment and hierarchical clustering

Affymetrix^®^ Expression Console™ software was used to supply probe set summarization and calculate quality assessment metrics. Gene expression data were uploaded into the Expression Console™ software to run a gene level core analysis. Once the analysis was complete, the numeric values of quality control metrics were summarized in a report and visualized in line graphs. Hierarchical clustering of data sets was performed using the heat map function in the Partek Genomics Suite (Partek Inc., St. Louis, MO). It uses log_2_ signal values. The following parameter settings were used: Method - average linkage; Dissimilarity - Euclidean; Clustering method-agglomerative.

### Statistical analysis

Gene expression files in .cel format were imported into the Partek Genomics Suite, with the following normalization of their configuration: Probes to import - interrogating probes; Probe filtering - include core; Background correction - RMA background; Log base - 2; Probe set summarization - Median Polish. Statistical differences between experimental groups were examined using a *t*-test (post-hoc contrasts).

### Gene expression in the inferior and superior regions of control retinas

Gene expression was compared between the superior and inferior regions of the control retinas using statistical and fold change analysis. In this comparison, there was no experimental procedure applied; therefore, the conventional term “fold change” seems inappropriate. Instead we use “fold difference.” Fold difference (FD) is then:

FD=E2/E1 when expression is greater in the second of two experimental (E) samples, FD=- E1/E2, when expression in the second sample is less.

In these equations, E1 is the level of expression in the first (usually the control) sample, and E2 is the level in the second (usually treated) sample. To apply this convention to the present samples, we chose the inferior retina as sample 2 (E2) and the superior retina as sample 1 (E1).

Data were then analyzed using two-sample *t*-tests for significant differences (increases and decreases) between the inferior and superior retina in the expression of all probes.

### Gene expression in the inferior and superior regions of hyperoxia-exposed retinas

To identify such genes, we analyzed the four samples arising from the two variables in this part of the study: treatment (hyperoxia versus control) and site (inferior versus superior). Each sample was available in duplicate. A 2-way ANOVA test applied to the eight data sets provided three p values for each gene, one giving the probability that the gene was not regulated by hyperoxia in the superior retina, the second giving the probability that the gene was not regulated in the inferior retina, and the third (the “combination” p value) giving the probability that the gene was not regulated in either region. For each gene, there were also available twofold ratio values, one that indicated the change in its expression induced by hyperoxia in the inferior retina, and a second that indicated the change in expression in the superior retina.

To identify genes regulated differently by hyperoxia in the two regions, we selected genes for which the 2-way ANOVA test gave a combination p value <0.05. Then we developed a specific measure of expression difference, called “fold margin” (FM).

We calculated a FM value for each gene, FM=FRi – FRs where FM is the fold margin, FRi is the fold ratio for that gene in the inferior retina, and FRs are the fold ratios for that gene in the superior retina.

### Functional analysis

Analysis of gene ontology and molecular pathways was performed using the bioinformatics resource Database for Annotation, Visualization and Integrated Discovery (DAVID) and Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems Inc., Redwood City, CA). Using the Ingenuity Pathways Knowledge Base, IPA Core Analysis tools were used to assign genes to the most significant known molecular networks and biologic processes.

### Quantitative polymerase chain reaction

Quantitative PCR (qPCR) was used to validate the expression changes of selected genes identified in the microarray experiment. Three biologic replicates were used for each condition; RNA was processed as for the microarray experiments. For each sample, 1 µg retinal RNA was reverse transcribed into cDNA using the Superscript III Reverse Transcriptase protocol. The resulting cDNA sample served as a template for real time qPCR using TaqMan^®^ probes and accompanying Master Mix (Applied Biosystems, Foster City, CA). A typical 20 µl reaction is composed of 10 µl 2× TaqMan Gene Expression Master Mix, 1 µl TaqMan Gene Expression Assay, 0.4 µl cDNA templates and RNase-free water. All reactions were set up in duplicate and negative controls without any template or probe were included. The qPCR was performed on a Rotor-Gene 3000 and analyzed using the Rotor-Gene 6 software (Corbett Robotics, Mortlake, NSW, Australia). A typical qPCR program was used, including 2 min incubation at 50 °C and 10 min enzyme activation at 95 °C, followed by 40 cycles of 15 s denaturation at 95 °C plus 1 min probe annealing at 60 °C. The C_t_ (cycle threshold) means, representing the quantitation of the amount of cDNA in the original sample, were used to calculate fold change using the Pfaffl Equation [22]. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH)* was employed as a reference gene against which relative expression values of other genes were calculated.

## Results

### Clustering analysis

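Retinal RNA of C57BL/6J mice, a pigmented laboratory strain, was measured on 8 Affymetrix Mouse Gene 1.0 ST arrays, which carry short probes along the exons of each gene. The 4 groups were the superior and the inferior retina of control mice and of mice kept in 75% oxygen for 14 days, with 2 arrays in each group. Each sample held the pooled RNA of 2 animals, and neither the paper's text nor the labels say whether samples of different groups with the same replicate number came from the same animals. The authors corrected the background by RMA, a method that models probe signal above background, and summarized the probes of each of 28853 probe sets by median polish on the log2 scale. The median log2 value was 7.01 and 6.99 on the control superior arrays, 6.98 and 7.03 on the control inferior arrays, 7.02 and 7.01 on the hyperoxia superior arrays, and 7.00 and 7.05 on the hyperoxia inferior arrays. From these values a model with a mean for each group was fitted with limma, which shares information on the spread among all probe sets, and p-values were adjusted by Benjamini-Hochberg over all probe sets. In each comparison, chance alone would place 1443 probe sets at an unadjusted p under 0.05. These tests, the gene groups and the rule for naming genes were fixed before the data were examined. A gene was named only from a probe set with 1 gene symbol, and the probe set with the highest mean stood for a gene with several. The p-values measure only the spread between these samples, and 2 arrays per group limit the precision of every value. Lens transcripts, such as those of the crystallins, were highest on control inferior replicate 2: over 24 lens genes, the median lay 1.77 above each gene's mean over all arrays on the log2 scale, against -0.55 on control inferior replicate 1. In the other groups replicate 2 lay above replicate 1 too, by a median of 0.30 over these genes in the control superior, 0.12 in the hyperoxia superior and 0.37 in the hyperoxia inferior retina.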

Hierarchical clustering analysis was performed using the heat map function in the Partek Genomics Suite (Figure 1). 

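Over all probe sets, the control superior arrays lay closest to each other, at a Euclidean distance of 33 on the log2 scale. The hyperoxia superior arrays were also nearest to each other, at 33.2, as were the hyperoxia inferior arrays, at 34.8. The control inferior arrays were 41.5 apart. Replicate 1 of that group was nearest to control superior replicate 2, at 36.6, and so was replicate 2, at 34.8. The mean distance was 35.6 between replicates and 38.7 between arrays of different groups, and of 105 ways to part the arrays into pairs, 2 gave a mean within pairs as small, the real one included (one-sided exact permutation test, p = 0.019). This test was chosen after the distances were seen.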

The replicates of each group clustered most closely to each other (GEO accession number GSE21246) and were therefore averaged; Figure 1 therefore shows the clustering of the averaged samples. 

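Between the averaged groups, the control superior and the hyperoxia superior retina were 26.3 apart, and the control superior and the control inferior retina were 26.2 apart (Euclidean distance over all probe sets). The log2 ratio of the first distance to the second was 0.0041. It was -0.34 without control inferior replicate 1, -0.36 without control inferior replicate 2, 0.25 without hyperoxia superior replicate 1 and 0.24 without hyperoxia superior replicate 2; a group left with 1 array lies farther from every other group by construction, so these values do not bear on which pair is closer. In the superior retina, 4 probe sets were higher and 1 was lower after hyperoxia at an adjusted p under 0.05 from limma, and 1612 had an unadjusted p under 0.05. The methods' t-test, adjusted in the same way, gave 0. By limma 0 passed without any 1 of the control superior, hyperoxia superior or hyperoxia inferior arrays, and 3 without control inferior replicate 1 or control inferior replicate 2.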

Superior retina samples before and after hyperoxia clustered more closely to each other than to other groups, indicating that hyperoxia had little effect on the superior retina. 

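The hyperoxia-exposed inferior retina lay 33.1 from the control inferior, 32.2 from the control superior and 29.4 from the hyperoxia-exposed superior retina, and joined the tree of group means last. Within the hyperoxia-exposed retinas, 36 probe sets were higher in the inferior than in the superior region and 4 were lower (adjusted p under 0.05 from limma). Of 48 genes of microglia and macrophages, the resident and invading phagocytes of the retina, 10 were higher in the inferior region and 0 lower (28 higher adjusted over the list alone), among them the growth factor receptor gene *Csf1r* at a log2 difference of 0.97 (adjusted p = 0.00944). Of 36 genes of the glial stress response, 10 were higher and 0 lower (20 higher adjusted over the list alone), among them *Timp1*, an inhibitor of matrix proteases, at 1.16 (adjusted p = 0.0126). Both lists hold genes that the paper chose on these samples, which are not independent evidence. The count of 40 was 18 without control superior replicate 1 or control superior replicate 2, 3 without hyperoxia inferior replicate 1, 1 without hyperoxia inferior replicate 2, 0 without hyperoxia superior replicate 2 and 69 without hyperoxia superior replicate 1; the methods' t-test gave 0, against 2452 at an unadjusted p under 0.05. Without hyperoxia inferior replicate 1, hyperoxia inferior replicate 2 or hyperoxia superior replicate 2, *Csf1r* and *Timp1* missed the threshold (adjusted p from 0.101 to 0.149), as did *Timp1* with the median of retinal pigment epithelium transcripts on each array as a covariate, chosen after seeing the data (adjusted p = 0.0524).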

Gene expression in the inferior retina diverged from the superior retina, with hyperoxia increasing the separation.

**Figure 1:**
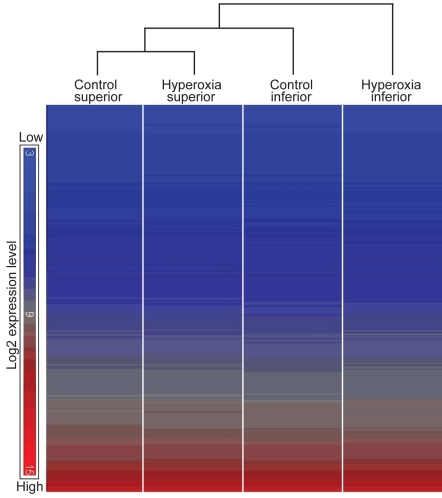
Hierarchical clustering diagram. The study aims to identify the genes expressed differently in normoxic (control) and hyperoxic conditions in the superior and inferior halves of the retina because regional sensitivity to hyperoxia of the inferior was expected. Clustering analysis demonstrated similarity and correlation between replicates within an experimental group and between different groups. Each column comprises a set of horizontal lines with each line representing a single gene or noncoding RNA (ncRNA). The color given to the line depends on the level of expression of the gene, from blue (low expression) to red (high expression); the range of colors available is shown at left. In each column, the genes are arranged in low-to-high expression, going down the column. The program then compares the order of genes in the column and indicates, by the brackets at top, the similarities and differences between the four samples. The replicates of each sample clustered closely to each other (not shown) and were averaged to constitute the four samples shown. The samples from the superior retina before and after hyperoxia were most similar. The sample from the inferior retina after hyperoxia, in which photoreceptor degeneration was greatest, is most dissimilar from the other samples.

### Control retina: genes differently expressed in inferior and superior regions

Comparison of gene expression levels in inferior and superior regions of control retinas identified expression changes in a limited cohort of sequences.

### Identification

The FD analysis described in the Methods section identified only 31 sequences with an FD >1.5. Of these, 27 (listed in Table 1) are known genes. 

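In control retinas the smallest adjusted p was that of *Tbx5*, a transcription factor of the superior (dorsal) eye, with a log2 difference between inferior and superior retina of -1.06 (standard error 0.10, adjusted p = 0.0731) from limma. *Slc7a11*, a cystine transporter, had a log2 difference of 0.81 (adjusted p = 0.85) and *Alpk2*, a kinase, one of -0.98 (adjusted p = 0.83). At an adjusted p under 0.05, 0 probe sets differed by limma and 0 by the methods' t-test, and 1529 had an unadjusted p under 0.05. At an unadjusted p under 0.05 with an FD over 1.5 in either direction, the 2-sample test of the control arrays gave 20 probe sets, 8 higher in the inferior and 12 higher in the superior retina, and 12 had a listed gene. On 100 sets of arrays simulated with no effect and the residual SD of each probe set, the same thresholds took a median of 32. The post hoc contrast over all 8 arrays, taken after its p-values were seen to match those of Table 1, gave 38, with 26 listed genes, against a simulated median of 49. Of 24 genes of Table 1 named here, 22 passed by limma adjusted over the list alone, which is not independent evidence, since the table was chosen on these samples. The 20 became 63 without control inferior replicate 1 and 52 without control inferior replicate 2. By the adjusted p, 2 probe sets passed without control superior replicate 1 and 53 without control inferior replicate 1, which leaves the control inferior array with high lens transcripts: of the 52 higher ones 48 were named genes, 13 of them lens genes. *Tbx5* passed without control inferior replicate 1 (adjusted p = 0.0194), with arrays centred on their medians (adjusted p = 0.0398) and over 1-symbol probe sets (adjusted p = 0.0318); over its alternatives the adjusted p ran from 0.0194 to 0.938.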

Approximately half of the genes were expressed more highly in the inferior retina, and the other half were expressed more highly in the superior retina. The FD was greater than two for only two of the 27 genes (T box 5 [*Tbx5],* membrane metalloendopeptidase *[Mme]).*

**Table 1:** Differentially expressed genes between inferior and superior retina of control (normoxic) C57BL/6J mice.

**Symbol**	**Description**	**RefSeq**	**p value**	**FD (I/S)**
**Anatomic structure development (GO:0009653)**				
Vax2	ventral anterior homeobox containing gene 2	NM_011912	0.021	1.840
Sprr2b	small proline-rich protein 2B	NM_011469	0.012	1.630
Vcan	versican	NM_001081249	0.001	1.598
Slc26a4	solute carrier family 26, member 4	NM_011867	0.008	1.598
Nr2f2	nuclear receptor subfamily 2, group F, member 2	NM_009697	0.002	−1.564
Efnb2	ephrin B2	NM_010111	0.015	−1.625
Tbx5	T-box 5	NM_011537	0.0002	−2.087
**Sensory perception (GO:0007600)**				
Opn1sw	opsin 1 (cone pigments), short-wave-sensitive	NM_007538	0.038	1.762
V1rb8	vomeronasal 1 receptor, B8	NM_053229	0.043	−1.508
Olfr1416	olfactory receptor 1416	NM_147038	0.041	−1.577
Opn1mw	opsin 1 (cone pigments), medium-wave-sensitive	NM_008106	0.010	−1.644
Olfr652	olfactory receptor 652	NM_147048	0.017	−1.652
**Catalytic activity**				
Mme	membrane metalloendopeptidase	NM_008604	0.031	2.197
Adh6b	alcohol dehydrogenase 6B (class V)	ENSMUST00000090166	0.017	1.516
Rdh16	retinol dehydrogenase 16	NM_009040	0.004	−1.684
Alpk2	alpha-kinase 2	ENSMUST00000035548	0.017	−1.979
**G protein-coupled receptor**				
Gpr137b	G protein-coupled receptor 137B	NM_031999	0.007	1.541
Gprc5b	G protein-coupled receptor C5B	NM_022420	0.025	1.526
**Amino acid transporter**				
Slc7a11	solute carrier family 7	NM_011990	0.035	1.756
**Cell migration**				
Sst	somatostatin	NM_009215	0.016	1.666
**Translation regulation**				
Igf2bp2	insulin-like growth factor 2 mRNA binding protein 2	NM_183029	0.024	−1.544
**Inductin of apoptosis**				
Khdc1a	KH domain containing 1A	NM_183322	0.037	−1.575
**Unknown function**				
Snhg1	small nucleolar RNA host gene 1	AK051045	0.007	1.710
	predicted gene, EG624256	XR_034994	0.006	1.529
	predicted gene, EG668725	DQ386867	0.039	1.510
Abi3bp	ABI gene family, member 3 (NESH) binding protein	NM_001014423	0.028	1.505
	RIKEN cDNA A530032D15Rik gene	BC094285	0.007	−1.503
Gm1381	gene model 1381, (NCBI)	BC147167	0.005	−1.523
Serpina1b	serine preptidase inhibitor, clade A member 1B	NM_009244	0.025	−1.557
Gm1862	gene model 1862, (NCBI)	XM_001478226	0.031	−1.576
	predicted gene, OTTMUSG00000001136	XM_001005073	0.007	−1.868

Genes were grouped into several functional categories using gene ontology analysis. Categories with GO number are considered specific functional groups. Abbreviations: RefSeq represents NCBI reference sequence; FD represents fold difference; GO represents gene ontology.

### Functional analysis

The list of 27 genes was subjected to gene ontology analysis, using the bioinformatics resource DAVID, which organized the genes into several functional groups, including Anatomic structure development, Sensory perception, and Catalytic activity (Table 1). Genes related to retinal development formed the largest functional group; these relate to the organization of the retina’s projection to brain centers. 

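*Vax2*, a transcription factor of the inferior (ventral) eye, had a mean log2 value of 9.61 ± 0.14 (SD, n = 2) in the inferior and 8.73 ± 0.31 (SD, n = 2) in the superior control retina, an FD of 1.84. *Tbx5* had an FD of -2.09, *Nr2f2*, a nuclear receptor, had a log2 difference of -0.65 (adjusted p = 0.814), and *Efnb2*, a guidance ligand of growing axons, one of -0.70 (adjusted p = 0.848), where negative values are higher in the superior retina. Of 12 genes of superior (dorsal) patterning, 0 passed limma's test over all probe sets, and adjusted over the list alone 3 were higher in the superior and 1 in the inferior retina. Of these genes 4 are in the paper's tables, which were chosen on these samples and are not independent evidence. The list had a median of -0.10 and an adjusted p = 0.00109 by camera, limma's test of a gene list, and an adjusted p = 0.518 with an estimated correlation. Of 11 genes of inferior (ventral) patterning, 1 was higher in the inferior retina adjusted over the list alone. It is *Vax2*, a gene of Table 1, so it is not independent evidence. The list had a median of 0.16, an adjusted p = 0.0354 by camera and an adjusted p = 0.39 with an estimated correlation. Without control inferior replicate 1, the superior and the inferior patterning list missed the threshold (adjusted p = 0.215 and 0.0618), and the inferior list also without control superior replicate 2 (adjusted p = 0.215), without control inferior replicate 2 (adjusted p = 0.164), with dim probe sets left out (adjusted p = 0.054) and with the mean of a gene's probe sets (adjusted p = 0.0631).

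**Figure D1:**
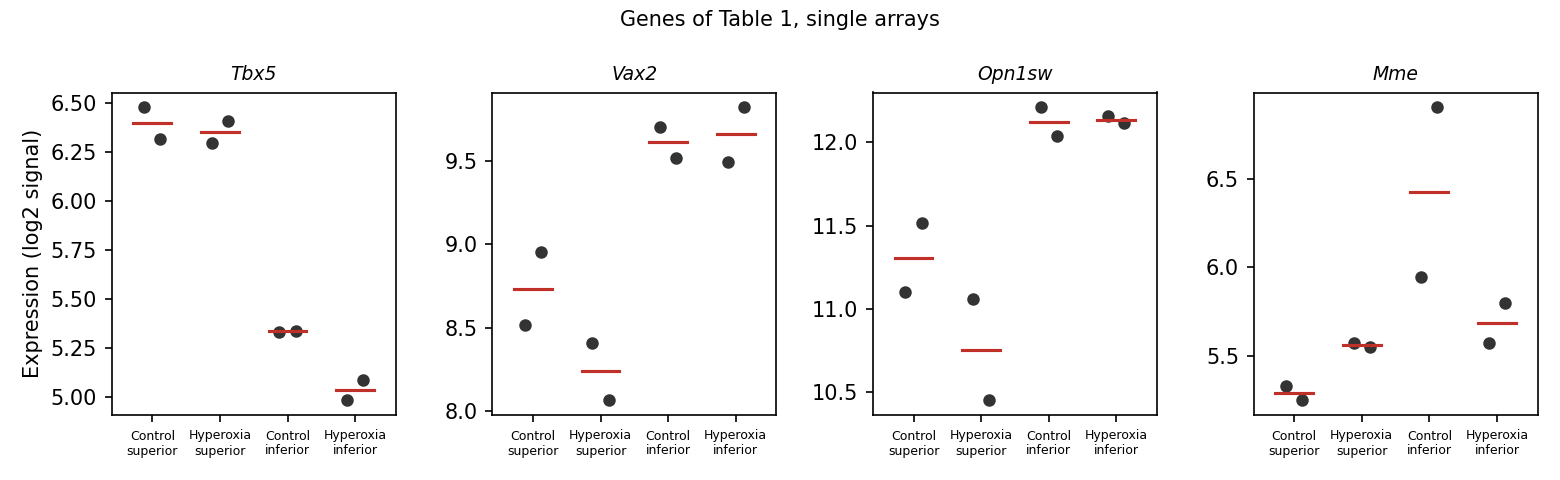
Log2 expression of *Tbx5*, *Vax2*, *Opn1sw* and *Mme* on each of the 8 arrays (vertical axes, log2 signal) by group (horizontal axes); points are single arrays and lines group means. *Tbx5* is at 6.40 in the control superior and 5.34 in the control inferior retina, and the control inferior arrays for *Mme* lie apart.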

A superior-inferior gradient is consistent with previous work on these genes [23-25]. Five of the 27 genes were in the Sensory perception group. 

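The gene of the short-wave cone opsin, *Opn1sw*, was at 12.13 ± 0.12 (SD, n = 2) in the inferior and 11.31 ± 0.29 (SD, n = 2) in the superior control retina on the log2 scale, and that of the medium-wave cone opsin, *Opn1mw*, at 10.70 ± 0.12 (SD, n = 2) and 11.42 ± 0.06 (SD, n = 2). These are log2 differences of 0.82 (standard error 0.20, adjusted p = 0.85) and -0.72 (standard error 0.13, adjusted p = 0.83) by limma, and neither passed over all probe sets. Of 20 cone photoreceptor genes, 0 passed over all probe sets, and 2 were higher and 2 lower in the inferior retina adjusted over the list alone. The list as a whole had an adjusted p = 0.539 by camera. Of its genes 3 are in the paper's tables, so they are not independent evidence.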

Two genes are for short- and medium-wavelength cones; short-wave-sensitive cone opsin1 (*Opsn1sw*) is more strongly expressed in the inferior retina, and medium-wave-sensitive cone opsin1 (*Opsn1mw*) in the superior retina. These differences in expression match known regional differences in the retinal distributions of short- and medium-length cones [26-28], and confirm the present separation of inferior and superior retina samples.

### Quantitative PCR validation

Six genes were selected for confirmation of their differential expression in control retinas, using qPCR (Figure 2). The gene *Tbx5* was chosen as an example of the Anatomic structure group, *Opn1sw* and *Opn1mw* were chosen as retina-relevant examples from the Sensory perception group, *Mme* and somatostatin (*Sst)* were chosen as a functionally inter-related pair, and rhodopsin *(Rho)* was chosen as a non-regulated, retina-relevant gene. Quantitative PCR confirmed the even expression of *Rho* and the differential regulation of *Mme, Sst, Tbx5,* and *Opn1sw*. For one gene, *Opn1mw* (encoding M-opsin), the FD assessed by qPCR was less than the threshold of 1.5 fold (−1.33 by PCR versus −1.64 by microarray). However, the difference was in the same direction in the qPCR and microarray assessments.

**Figure 2:**
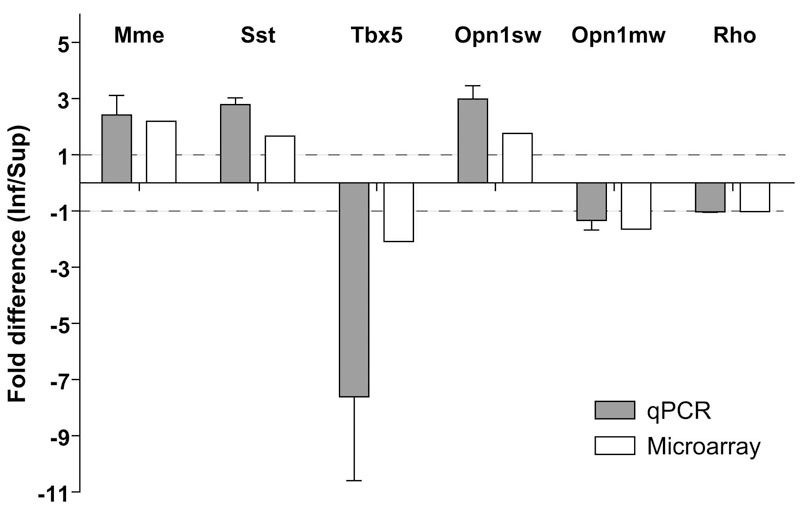
Quantitative PCR for microarray validation. Array validation was performed by quantitative RT–PCR for 5 genes selected from the list in Table 1. Rhodopsin was used as a retina-relevant reference gene. qPCR is found in excellent agreement with the outcome of microarray analysis. The results of qPCR were averaged from three independent experiments, with the error bar indicating the standard error of the mean. Dashed lines at fold differences of 1 and −1 indicate no difference of gene expression between the inferior and superior regions.

### Hyperoxia-exposed retina: genes differently regulated in inferior and superior regions

Genes whose regulation by hyperoxia differed significantly between the inferior and superior retina could include genes regulated in one region but not the other, genes upregulated in one region and downregulated in the other, or genes regulated in the same direction in the two regions, but much more strongly in one region.

### Identification

Hyperoxia induced significant changes in gene expression in both the inferior (hyperoxia-vulnerable) and superior (hyperoxia-resistant) retina, but the number of hyperoxia-regulated genes was much higher in the inferior retina (Figure 3). For example, using the criterion p<0.01 on the 2-way ANOVA test, the expression of 281 genes and 110 ncRNAs changed significantly in the superior retina, while the expression of 618 genes and 231 ncRNAs changed in the inferior retina. 

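Genes of the glial stress response rose in the inferior retina after hyperoxia: *Gfap*, the intermediate filament of reactive glia, by 2.42 (standard error 0.12, adjusted p = 0.000259) on the log2 scale, *Fgf2*, a growth factor that protects photoreceptors, by 1.63 (standard error 0.09, adjusted p = 0.00034) and *Osmr*, a cytokine receptor, by 1.43 (standard error 0.10, adjusted p = 0.00082). In that list 18 of 36 genes rose and 0 fell by limma (22 rose adjusted over the list alone). Genes of microglia and macrophages rose as well, 20 of 48 with 0 lower (37 adjusted over the list alone), with *Ly86* at 1.98 (standard error 0.10, adjusted p = 0.000291) and *Cd68*, a lysosomal protein of phagocytes, at 1.71 (standard error 0.15, adjusted p = 0.00216). Of these lists 13 and 17 genes are in the paper's tables, which were chosen on these samples and are not independent evidence. In the superior retina *Gfap* rose by 1.25 (adjusted p = 0.0296), *Ly86* by 1.11 (adjusted p = 0.0296), *Osmr* by 0.93 (adjusted p = 0.0457) and *Serpine3*, a serine protease inhibitor, by 2.01 (adjusted p = 0.0296), and *2610528A11Rik* fell by 1.40 (adjusted p = 0.0245). Transcripts of the retinal pigment epithelium had a median log2 change of 0.52 there (adjusted p = 0.14 with an estimated correlation), and lens transcripts one of -0.73 in the inferior retina (adjusted p = 0.607 with an estimated correlation). In all, 124 probe sets were higher and 18 lower in the inferior retina (adjusted p under 0.05), and 140 of these 142 had the same sign in the superior retina and 140 a smaller value there, with a median ratio of the log2 changes of 0.38; the same arrays chose them. The 142 became 80 without control superior replicate 1 or control superior replicate 2, 78 without control inferior replicate 2, 61 without hyperoxia inferior replicate 1 and 35 without hyperoxia inferior replicate 2, and 2 by the methods' t-test. None of the 5 of the superior retina passed without control superior replicate 1 or control superior replicate 2, without hyperoxia superior replicate 1 or hyperoxia superior replicate 2, or without hyperoxia inferior replicate 1 or hyperoxia inferior replicate 2 (adjusted p from 0.0847 to 0.673), and without control inferior replicate 1 or control inferior replicate 2 *Gfap* (adjusted p = 0.0527) and *Osmr* (adjusted p = 0.065) missed the threshold as well. Leaving out an inferior array does not alter the changes in the superior retina, only the estimate of their spread. With the pigment epithelium covariate none of the 5 passed (adjusted p from 0.459 to 0.675), and with the replicate number as a block *Gfap*, *Ly86* and *Osmr* did not (adjusted p from 0.105 to 0.122). That covariate was -0.52 and -0.17 on the control superior and 0.22 and 0.22 on the hyperoxia superior arrays. It rose with hyperoxia there, so the loss cannot tell pigment tissue from an effect of hyperoxia.

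**Figure D2:**
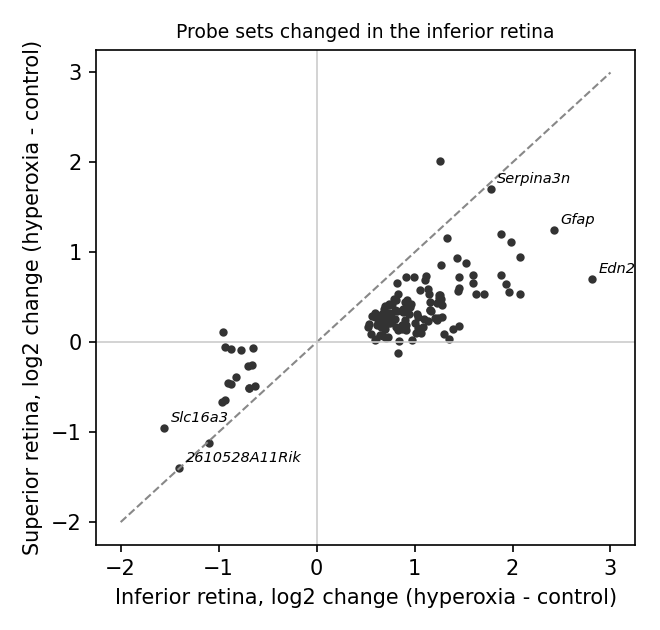
Log2 change after hyperoxia in the inferior retina (horizontal axis) and in the superior retina (vertical axis); each point is 1 of the 142 probe sets called in the inferior retina, and the dashed line marks equal change. *Edn2* lies at 2.81 in the inferior and 0.70 in the superior retina.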

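*Ctss*, a lysosomal protease of phagocytes, rose in the inferior retina by 1.60 (standard error 0.10, adjusted p = 0.000694) and *Laptm5*, a lysosomal membrane protein of blood cells, by 1.60 (standard error 0.12, adjusted p = 0.00114) on the log2 scale (limma); in the superior retina their values were 0.75 (adjusted p = 0.163) and 0.66 (adjusted p = 0.445), and *Ctss* passed there with a variance trend (adjusted p = 0.0139) and with dim probe sets left out (adjusted p = 0.0499), in a range of 0.0139 to 0.934 over its alternatives. At an unadjusted p under 0.01 from the post hoc contrast of the 2-way model, 344 probe sets passed in the superior retina, 197 higher and 147 lower, and 289 of them had a listed gene. In the inferior retina 693 passed, 433 higher and 260 lower, and 611 had a listed gene. Chance alone would place 289 probe sets past this threshold in each region.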

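In the inferior retina *Mpeg1*, a pore-forming protein of macrophages, had an FR of 3.83 and *Gfap* one of 5.36; in the superior retina their FR was 1.57 and 2.37. With an unadjusted p up to 0.05 from the post hoc contrast and an FR over 2 or under 0.5, 66 probe sets passed in the inferior and 12 in the superior retina. Those with a listed gene numbered 61 and 12. Arrays simulated with no effect gave a median of 6 in the inferior and 6 in the superior retina. The inferior count was 110 without control inferior replicate 1 and 113 without hyperoxia inferior replicate 2, and the superior count was 19 without control superior replicate 1.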

Using p≤0.05 and requiring a fold ratio > 2 or < 0.5, the total number of genes differentially expressed was over six times greater in the inferior retina than in the superior retina (58 versus 9). Overall, more genes were upregulated than downregulated. This imbalance was particularly marked after applying both selection criteria; for example, 56 genes were upregulated in the inferior retina, compared to 2 that were downregulated.

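In the inferior retina *Slc16a3*, which exports lactate, fell by 1.56 on the log2 scale (standard error 0.11, adjusted p = 0.000931 from limma), and *2610528A11Rik* fell by 1.40 (adjusted p = 0.00114). Of the 66 probe sets past the thresholds on p and FR, 60 had an FR over 2, 57 of them with a listed gene, and 6 had an FR under 0.5, 4 of them with a listed gene. In the superior retina 9 had an FR over 2 and 3 an FR under 0.5. Among the 120 named genes past the adjusted p in the inferior retina, 108 were higher and 12 lower. This split moved toward more lower probe sets with a variance trend. It also did so without control inferior replicate 1 and without hyperoxia superior replicate 2. The first of these omissions leaves the control inferior array with high lens transcripts. The lens list then had a median log2 change of -1.74 in the inferior retina.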

**Figure 3:**
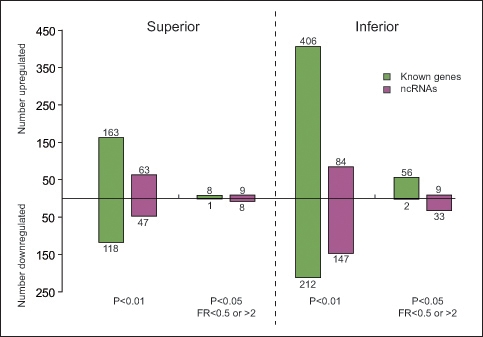
Significant more genes regulated in the inferior than the superior retina after hyperoxia. According to the different selection criteria, the number of genes and non-coding RNAs regulated by hyperoxia were assessed and separately elucidated for the superior and inferior regions. Fold ratio (FR) values < 0.5 indicate significant downregulation of expression (at least halved); FR values > 2 indicate significant upregulation of expression (more than doubled).

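The change after hyperoxia differed between the regions for *Edn2*, which encodes the peptide endothelin-2, the 1 probe set at an adjusted p under 0.05 from limma. *C1qb*, a chain of complement component C1q, had a log2 difference between the changes of 1.53 (adjusted p = 0.129), *Fgf2* one of 1.09 (adjusted p = 0.23) and *Timp1* one of 1.27 (adjusted p = 0.242), and these did not pass. Of the 90 genes of Table 2 named here, 56 were higher in the inferior retina after hyperoxia by the adjusted p, 3 were higher in the superior retina, and 1 differed between the regions over all probe sets (87 adjusted over the list alone, which is not independent evidence, since the table was chosen on these samples). An unadjusted p under 0.05 was reached by 1744 probe sets, and the methods' t-test with adjustment gave 0. At an interaction p under 0.05 with an FM beyond 0.5, 137 probe sets passed, 100 with a positive and 37 with a negative FM, and 107 had a listed gene. Arrays simulated with no effect gave a median of 85 and a central 95% from 69.5 to 103. Without control inferior replicate 1, 30 probe sets differed between the regions, 3 higher and 27 lower, and *C1qb* (adjusted p = 0.0441) and *Timp1* (adjusted p = 0.0482) passed. With a variance trend *Fgf2* (adjusted p = 0.0253) and *C1qb* (adjusted p = 0.02) passed, as did *C1qb* with dim probe sets left out (adjusted p = 0.0357); over the alternatives the adjusted p of these genes reached 0.766.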

Combining the criteria of p<0.05 and abs (FM) >0.5 (Table 2), a total of 112 sequences with Affymetrix probe IDs were identified as differently regulated by hyperoxia between the inferior and superior regions. Of these 112, 97 matched known genes (Table 2). The gene with the most significant FM was *Edn2* (endothelin 2), a possible stress response gene. The expression of gene *Edn2* increased 7.02 fold in the inferior retina, but increased just 1.62 fold in the superior retina after being exposed to hyperoxia.

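*Edn2* was at 6.93 ± 0.03 (SD, n = 2) in the control and 9.74 ± 0.03 (SD, n = 2) in the hyperoxia-exposed inferior retina on the log2 scale, and at 7.49 ± 0.08 (SD, n = 2) and 8.19 ± 0.02 (SD, n = 2) in the superior retina. The rise in the inferior retina had a standard error of 0.09 and an adjusted p = 9.47e-06 by limma, an FR of 7.02, and the change in the superior retina an adjusted p = 0.0913, an FR of 1.62. The log2 difference between these changes was 2.11 (standard error 0.12, adjusted p = 0.00185), and the FM was 5.4. In control retinas the log2 difference between inferior and superior was -0.56 (adjusted p = 0.814), and in hyperoxia-exposed retinas it was 1.56 (adjusted p = 0.00132). With the median of retinal pigment epithelium transcripts on each array as a covariate, chosen after seeing the data, the difference between the changes had an adjusted p = 0.0648, and by the methods' t-test an adjusted p = 0.174; over its alternatives the adjusted p ran from 9.12e-05 to 0.174. The difference in hyperoxia-exposed retinas missed the threshold without hyperoxia superior replicate 2 (adjusted p = 0.0513), and the change in the superior retina passed with a variance trend, with dim probe sets left out and over 1-symbol probe sets (adjusted p from 0.0146 to 0.0466).

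**Figure D3:**
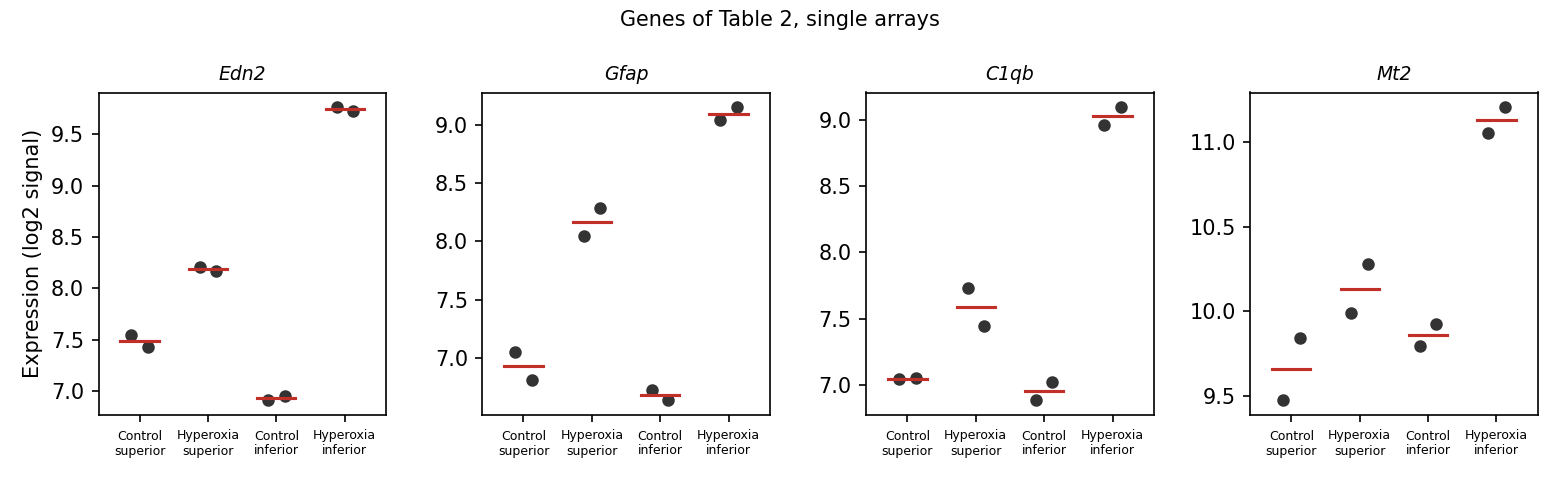
Log2 expression of *Edn2*, *Gfap*, *C1qb* and *Mt2* on each of the 8 arrays (vertical axes, log2 signal) by group (horizontal axes); points are single arrays and lines group means. For *Gfap* the group means are 6.92 and 8.17 in the superior and 6.68 and 9.10 in the inferior retina.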

**Table 2:** Known genes and ncRNAs differentially regulated by hyperoxia between inferior and superior retina.

**Symbol**	**Description**	**RefSeq**	**P-value** Treat*Site	**FR** **Inf**	**FR** **Sup**	**FM**
Edn2	endothelin 2	NM_007902	0.00001	7.02	1.62	5.40
Gfap	glial fibrillary acidic protein, mRNA	NM_010277	0.00303	5.36	2.37	2.99
C1qb	complement component 1, beta polypeptide	NM_009777	0.00085	4.20	1.45	2.75
Bcl3	B-cell leukemia/lymphoma 3	NM_033601	0.00846	3.89	1.48	2.42
C1qc	complement component 1, subcomponent, C chain	NM_007574	0.00468	4.21	1.93	2.28
Mpeg1	macrophage expressed gene 1	NM_010821	0.00848	3.83	1.57	2.27
C1qa	complement component 1, subcomponent, alpha polypeptide	NM_007572	0.01737	3.69	1.68	2.01
Cd68	CD68 antigen	NM_009853	0.01188	3.27	1.45	1.83
Ly86	lymphocyte antigen 86	NM_010745	0.00329	3.95	2.16	1.78
Fgf2	fibroblast growth factor 2	NM_008006	0.00038	3.10	1.45	1.64
Timp1	tissue inhibitor of metalloproteinase 1	NM_001044384	0.00172	2.74	1.14	1.61
Fcrls	Fc receptor-like S, scavenger receptor	NM_030707	0.00557	2.55	1.02	1.53
Laptm5	lysosomal-associated protein transmembrane 5	NM_010686	0.00863	3.03	1.58	1.45
Ccl3	chemokine (C-C motif) ligand 3	NM_011337	0.01929	2.46	1.06	1.40
Ctss	cathepsin S	NM_021281	0.00330	3.03	1.68	1.35
Lrrc2	leucine rich repeat containing 2	NM_028838	0.00324	2.71	1.48	1.23
Crym	crystallin, mu	NM_016669	0.02834	2.74	1.52	1.22
Slc25a37	solute carrier family 25, member 37	NM_026331	0.00087	2.43	1.21	1.22
Prtg	protogenin homolog (Gallus gallus)	NM_175485	0.00036	2.35	1.19	1.16
Lad1	ladinin	NM_133664	0.00227	2.36	1.20	1.16
Cst7	cystatin F (leukocystatin)	NM_009977	0.03019	2.07	0.95	1.12
Fcer1g	Fc receptor, IgE, high affinity I, gamma polypeptide	NM_010185	0.00232	2.44	1.33	1.11
Gadd45b	growth arrest and DNA-damage-inducible 45 beta	NM_008655	0.01173	2.74	1.65	1.09
Chi3l1	chitinase 3-like 1	NM_007695	0.02641	2.88	1.84	1.04
Cd180	CD180 antigen	NM_008533	0.02177	2.10	1.07	1.02
Mt2	metallothionein 2	NM_008630	0.03497	2.41	1.39	1.02
Klhl29	kelch-like 29 (Drosophila)	BC145748	0.00162	2.20	1.18	1.02
Socs3	suppressor of cytokine signaling 3	NM_007707	0.00892	2.12	1.13	1.00
Cd53	CD53 antigen	NM_007651	0.01901	2.35	1.36	0.99
Olfr43	olfactory receptor 43	NM_146711	0.03715	1.77	0.79	0.99
S100a6	S100 calcium binding protein A6 (calcyclin)	NM_011313	0.03199	2.06	1.08	0.98
Tyrobp	TYRO protein tyrosine kinase binding protein	NM_011662	0.00115	2.25	1.27	0.98
Ctla2a	cytotoxic T lymphocyte-associated protein 2 alpha	NM_007796	0.04101	1.88	0.91	0.97
Csf1r	colony stimulating factor 1 receptor	NM_001037859	0.00009	2.37	1.40	0.97
Stat3	signal transducer and activator of transcription 3	NM_213659	0.00102	2.40	1.44	0.96
Antxr2	anthrax toxin receptor 2	NM_133738	0.00279	2.23	1.28	0.95
C3ar1	complement component 3a receptor 1	NM_009779	0.01664	1.96	1.02	0.95
Kremen1	kringle containing transmembrane protein 1	NM_032396	0.00444	2.02	1.07	0.95
C3	complement component 3	NM_009778	0.03059	2.23	1.28	0.94
B2m	beta-2 microglobulin	NM_009735	0.00093	2.38	1.44	0.94
Lcn2	lipocalin 2	NM_008491	0.00238	2.13	1.19	0.94
Irgm1	immunity-related GTPase family M member 1	NM_008326	0.02159	2.04	1.12	0.93
Khdc1a	KH domain containing 1A	NM_183322	0.02946	1.73	0.87	0.86
Chl1	cell adhesion molecule with homology to L1CAM	NM_007697	0.01079	1.78	0.92	0.86
H2-D1 (HLA-C)	histocompatibility 2, D region locus 1	NM_010380	0.00124	2.00	1.16	0.84
H2-K1	histocompatibility 2, K1, K region	NM_001001892	0.00681	2.05	1.22	0.83
Osmr	oncostatin M receptor	NM_011019	0.01265	2.70	1.91	0.79
Fcgr3 (Fcrg2a)	Fc receptor, IgG, low affinity III	NM_010188	0.01391	1.79	1.01	0.78
Rbm17	RNA binding motif protein 17	NM_152824	0.00686	1.88	1.10	0.78
H2-Q7	histocompatibility 2, Q region locus 7	NM_010394	0.00093	1.89	1.14	0.75
Lin7b	lin-7 homolog B (C. elegans)	NM_011698	0.00908	1.83	1.11	0.72
Irf9	interferon regulatory factor 9	NM_008394	0.00479	2.21	1.50	0.70
Gnb3	guanine nucleotide binding protein, beta 3	NM_013530	0.00035	1.83	1.14	0.69
Spp1	secreted phosphoprotein 1	NM_009263	0.00216	1.77	1.10	0.68
Moxd2	monooxygenase, DBH-like 2	NM_139296	0.01505	1.58	0.94	0.65
Agtpbp1	ATP/GTP binding protein 1	NM_023328	0.00242	1.76	1.12	0.64
Olfr652	olfactory receptor 652	NM_147048	0.02679	1.38	0.74	0.64
Ly9	lymphocyte antigen 9	NM_008534	0.02946	1.59	0.95	0.64
Myo10	myosin X	NM_019472	0.00714	1.94	1.31	0.63
V1rb8	vomeronasal 1 receptor, B8	NM_053229	0.04461	1.42	0.80	0.62
Sec22c	SEC22 vesicle trafficking protein-like C (S. cerevisiae)	NM_178677	0.01512	1.65	1.04	0.61
Sulf2	sulfatase 2	NM_028072	0.03293	1.58	0.97	0.61
Cd33	CD33 antigen	NM_001111058	0.00293	1.63	1.03	0.60
Hexb	hexosaminidase B	NM_010422	0.00341	1.88	1.30	0.58
Pld4	phospholipase D family, member 4	NM_178911	0.01563	1.84	1.27	0.57
Skap2	src family associated phosphoprotein 2	NM_018773	0.00550	1.84	1.27	0.57
Usp18	ubiquitin specific peptidase 18	NM_011909	0.02940	1.58	1.02	0.56
Vmn2r68	vomeronasal 2, receptor 68	NM_001105181	0.00628	1.47	0.92	0.56
Bst2	bone marrow stromal cell antigen 2	NM_198095	0.00535	1.60	1.05	0.55
Wfs1	Wolfram syndrome 1 homolog (human)	NM_011716	0.02286	1.54	0.99	0.54
Rdh16	retinol dehydrogenase 16	NM_009040	0.00992	1.25	0.72	0.53
V1rd6	vomeronasal 1 receptor, D6	NM_030738	0.04247	1.30	0.77	0.53
Shbg	sex hormone binding globulin	NM_011367	0.01306	1.47	0.94	0.53
H2-Q2 (HLA-F)	histocompatibility 2, Q region locus 2	AB359227	0.00277	1.71	1.18	0.53
Sulf1	sulfatase 1	NM_172294	0.00558	1.68	1.16	0.52
Atf3	activating transcription factor 3	NM_007498	0.02131	1.63	1.11	0.52
Mt1	metallothionein 1	NM_013602	0.00379	1.57	1.06	0.51
V1re6	vomeronasal 1 receptor, E6	NM_134195	0.01502	1.37	0.86	0.51
Dcps	decapping enzyme, scavenger	NM_027030	0.02157	1.56	1.06	0.50
Tead3	TEA domain family member 3	NM_011566	0.01222	1.66	1.16	0.50
Bmp2	bone morphogenetic protein 2	NM_007553	0.03978	0.71	1.21	−0.50
Defb9	defensin beta 9	NM_139219	0.01100	0.81	1.32	−0.51
Slc6a13	solute carrier family 6 (neurotransmitter transporter, G protein), member a13	NM_144512	0.02354	0.92	1.43	−0.51
Ankrd44	ankyrin repeat domain 44	NM_001081433	0.02845	0.91	1.42	−0.51
Clec14a	C-type lectin domain family 14, member a	NM_025809	0.01571	0.88	1.40	−0.52
Colec12	collectin sub-family member 12	NM_130449	0.00944	0.85	1.37	−0.52
Wnt8a	wingless-related MMTV integration site 8A	NM_009290	0.00618	0.86	1.39	−0.53
Kcnq5	potassium voltage-gated channel, subfamily Q, member 5	NM_023872	0.01549	0.82	1.36	−0.54
Suclg2	succinate-CoA ligase, GDP-forming, beta subunit	NM_011507	0.04602	0.86	1.42	−0.55
Slc16a12	solute carrier family 16 member a12	NM_172838	0.01174	0.77	1.33	−0.56
Snhg1	small nucleolar RNA host gene 1	AK051045	0.00764	0.52	1.08	−0.56
Vcan	versican	NM_001081249	0.00164	0.91	1.48	−0.57
Abpb	androgen binding protein beta	NM_001100464	0.02420	0.79	1.36	−0.57
Mitf	microphthalmia-associated transcription factor	NM_001113198	0.00183	0.79	1.38	−0.58
Nr2e3	nuclear receptor subfamily 2, group E, member 3	NM_013708	0.00803	0.84	1.45	−0.61
Josd3	Josephin domain containing 3	BC056964	0.01926	0.64	1.28	−0.64
Slc26a4	solute carrier family 26, member 4	NM_011867	0.00514	0.71	1.48	−0.77
OTTMUSG00000007392		ENSMUST00000068009	0.02400	2.63	1.11	1.52
ENSMUST00000105041		ENSMUST00000105041	0.00238	2.31	1.20	1.11
LOC546230		ENSMUST00000103543	0.04064	2.04	1.06	0.99
OTTMUSG00000001136		XM_001005073	0.01136	1.33	0.63	0.71
A530032D15Rik		BC094285	0.00291	1.32	0.64	0.69
BC094916		NM_001024721	0.04309	1.09	0.46	0.64
A630098G03Rik		EU099309	0.03236	1.34	0.74	0.60
LOC544737		AK143218	0.02940	1.33	0.79	0.54
1110054P19Rik		NM_026834	0.01399	1.36	0.85	0.51
EG668103		XM_994312	0.01637	1.37	0.87	0.50
ENSMUSG00000071362		ENSMUST00000072014	0.01789	0.73	1.23	−0.50
ENSMUST00000054825		ENSMUST00000054825	0.01130	0.66	1.23	−0.56
ENSMUSG00000073593		ENSMUST00000097611	0.03139	0.73	1.30	−0.57
EG435337		NM_001013824	0.04833	0.66	1.26	−0.60
E430024C06Rik		AK149411	0.04984	0.45	1.32	−0.87

The selection of genes was made using the criteria p<0.05 and abs(FM) > 0.5. They are sorted by the value of fold margin. Unknown sequences were listed separately, following the known genes. Abbreviations: FR represents fold ratio; FM represents fold margin; inf represents inferior; sup represents superior; RefSeq represents NCBIreference sequence.

### Functional analysis

Ingenuity Pathway Analysis software was used to identify biologic functions, diseases, and well characterized pathways that are most relevant to the genes of interest. The program compared the genes identified as differentially regulated between the inferior and superior retina with a database of genes involved in particular functions, diseases, and pathways. It then calculated the probability that each function, disease, or pathway is not involved in the differential regulation. Using the criteria p<0.001 and a minimum involvement of five genes, the processes and diseases listed in Table 3 were identified. Some clusters of differentially regulated genes that possibly impact photoreceptor vulnerability and survival are listed in Table 4, arranged according to function, disease, or pathway.

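Genes that Table 4 places under acute phase response rose in the inferior retina: *Bcl3*, a regulator of NF-kappaB, by 1.96 (standard error 0.16, adjusted p = 0.0014), *Stat3*, the transcription factor of interleukin-6 type cytokines, by 1.26 (standard error 0.09, adjusted p = 0.000931) and *Socs3*, its feedback inhibitor, by 1.09 (standard error 0.12, adjusted p = 0.00832) on the log2 scale (limma). *Timp1* rose by 1.46 (adjusted p = 0.00114) and *Ccl3*, a chemokine, by 1.30 (adjusted p = 0.0203). *Vcan*, a matrix proteoglycan, and *Slc16a12*, a monocarboxylate transporter, did not pass in either region, with log2 changes of -0.14 (adjusted p = 0.685) and -0.37 (adjusted p = 0.33) in the inferior and 0.56 (adjusted p = 0.277) and 0.42 (adjusted p = 0.72) in the superior retina. The differences between the regions did not pass for *Bcl3* at 1.40 (adjusted p = 0.307), *Socs3* at 0.91 (adjusted p = 0.386) and *Vcan* at -0.71 (adjusted p = 0.367). Without hyperoxia inferior replicate 2, *Socs3* (adjusted p = 0.0772) and *Ccl3* (adjusted p = 0.169) missed the threshold, and *Ccl3* also without control superior replicate 1 or control superior replicate 2 (adjusted p = 0.0541) and without hyperoxia inferior replicate 1 (adjusted p = 0.0997). Both missed it with only the arrays of the comparison (adjusted p = 0.0891 and 0.136).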

**Table 3:** The “Biologic processes” and “Disease and disorder” groupings of genes identified as differentially expressed between superior and inferior retina after exposure to hyperoxia.

**Relevant Functions and Diseases**	**Number of molecules**	**p-value**
**Biologic process**		
defense response	22	5.9E-11
immune response	19	2.7E-10
response to external stimulus	13	7.9E-06
immune effector process	8	1.1E-05
regulation of multicellular organismal process	10	2.8E-05
antigen processing and presentation	7	4.0E-05
regulation of immune system process	7	4.6E-05
activation of immune response	6	7.1E-05
response to stress	14	3.2E-04
**Disease and disorder**		
immunological disorder	19	1.5E-08
inflammatory disorder	21	3.1E-08
neurologic disorder	26	2.6E-07
genetic disorder	38	1.1E-06
infectious disorder	10	5.7E-05
respiratory disorder	8	1.2E-04
ophthalmic disorder	7	5.1E-04

The two groupings shown met the criteria of significant relevance (p<0.001) and a minimum involvement of 5 genes from gene list of interest (Table 2).

**Table 4:** Clusters of genes differentially regulated between inferior and superior retina, with possible impact on photoreceptor vulnerability and survival.

**Symbol**	**Description**	**RefSeq**	**FR (inf)**	**FR (sup)**	**FM**
**Complement system (p=1.66E-07)**					
C1qb	complement component 1, q subcomponent, beta polypeptide	NM_009777	4.20	1.45	2.75
C1qc	complement component 1, q subcomponent, C chain	NM_007574	4.21	1.93	2.28
C1qa	complement component 1, q subcomponent, alpha polypeptide	NM_007572	3.69	1.68	2.01
C3ar1	complement component 3a receptor 1	NM_009779	1.96	1.02	0.95
C3	complement component 3	NM_009778	2.23	1.28	0.94
**Acute phase response signaling, IL-10 signaling (p=1.8E-04–4.07E-03)**					
Bcl3	B-cell leukemia/lymphoma 3	NM_033601	3.89	1.48	2.42
Socs3	suppressor of cytokine signaling 3	NM_007707	2.12	1.13	1.00
Stat3	signal transducer and activator of transcription 3	NM_213659	2.40	1.44	0.96
**Ophthalmic disorders (p=5.10E-04)**					
Timp1	tissue inhibitor of metalloproteinase 1	NM_001044384	2.74	1.14	1.61
Ccl3	chemokine (C-C motif) ligand 3	NM_011337	2.46	1.06	1.40
C3ar1	complement component 3a receptor 1	NM_009779	1.96	1.02	0.95
C3	complement component 3	NM_009778	2.23	1.28	0.94
Slc16a12	solute carrier family 16 (monocarboxylic acid transport)	NM_172838	0.77	1.33	−0.56
Vcan	versican	NM_001081249	0.91	1.48	−0.57
Nr2e3	nuclear receptor subfamily 2, group E, member 3	NM_013708	0.84	1.45	−0.61
**Oxidative stress response (p=1.66E-04)**					
Mt2, Mt1e	metallothionein 2	NM_008630	2.41	1.39	1.02
Mt1, Mt1f	metallothionein 1	NM_013602	1.57	1.06	0.51

P value accounts for the probability that each function, disease or pathway is not involved in the differential regulation. Abbreviations: FR represents fold ratio; FM represents fold margin; inf represents inferior; sup represents superior; RefSeq represents NCBI reference sequence.

Interestingly, four of the biologic processes identified in Table 3 are strongly related to the function of the immune system. Moreover, “immunological disorders” is the disease category most strongly related to the gene set identified as differentially regulated by hyperoxia between the inferior and superior retina.

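Complement genes rose in the inferior retina after hyperoxia. Of 25 measured, 8 rose and 0 fell by limma (12 rose adjusted over the list alone); *C1qa* rose by 1.88 (standard error 0.16, adjusted p = 0.00168), *C1qb* by 2.07 (standard error 0.11, adjusted p = 0.00034), *C1qc* by 2.07 (standard error 0.12, adjusted p = 0.000436) and *C3ar1*, a complement receptor, by 0.97 (standard error 0.14, adjusted p = 0.0284) on the log2 scale. Of MHC class I presentation, 2 of 20 genes rose and 0 fell (7 rose adjusted over the list alone), *B2m* by 1.25 (adjusted p = 0.000931) and *H2-Q4* by 1.21 (adjusted p = 0.00168). These counts leave out *C3* and the class I genes *H2-K1*, *H2-D1* and *H2-Q7*, which have no probe set with 1 gene symbol here. Probe sets with the values that Table 2 gives for them had an FR in the inferior retina of 2.23, 2.05, 2.00 and 1.89. Of these lists 4 complement genes and 3 of MHC class I presentation are in the paper's tables, which were chosen on these samples and are not independent evidence; *H2-Q4* is counted among them, since the values of its probe set are those of a sequence that Table 2 lists without a gene name. With an estimated correlation camera gave an adjusted p = 0.0214 for complement, an adjusted p = 0.00641 for microglia and macrophages and an adjusted p = 0.0209 for MHC class I presentation. In the superior retina 0 of the complement genes passed over all probe sets, and the list had an adjusted p = 0.0793 with an estimated correlation. For the difference between the regions, the microglial list had an adjusted p = 0.0198 with an estimated correlation. Members of it are in Table 2, which was chosen on these samples by unequal changes after hyperoxia, so this is not independent evidence. For that difference the complement list had a median of 0.17 and an adjusted p = 0.154 with an estimated correlation. *C3ar1* missed the threshold without hyperoxia inferior replicate 1 (adjusted p = 0.133), without hyperoxia inferior replicate 2 (adjusted p = 0.189) and without control inferior replicate 2 (adjusted p = 0.107), and with quantile normalization, only the arrays of the comparison or a lens or pigment epithelium covariate (adjusted p from 0.063 to 0.0809). The paper proposes that immune-related factors and pathways may be important in photoreceptor death under hyperoxia. It calls the data arguably not yet enough to tell whether immune misregulation causes that death or results from it.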

### Quantitative PCR validation

Expression changes of 11 genes were selected for confirmation by qPCR. From these, eight genes were chosen from Table 2: *Edn2*, glial fibrillary acidic protein (*Gfap)*, B-cell leukemia/lymphoma 3 (*Bcl-3)*, nuclear receptor subfamily 2, group E, member 3 (*Nr2e3)*, wingless-related MMTV integration site 8A (*Wnt8a)*, lin-7 homolog B (*Lin7a)*, complement component 3 (*C3),* and growth arrest and DNA-damage-inducible 45 beta (*Gadd45b)*. Three other genes were also chosen for validation: cyclic nucleotide gated channel alpha 2 (*Cnga2*), which has a p-value <0.05 but an FM <0.5, hypoxia inducible factor 1 alpha subunit (*Hif1α*), which has shown responses to hypoxia in previous studies [29,30], and medium-wave-sensitive cone opsin (*Opn1mw*), which is a gene known to be expressed by the retina and that is not hyperoxia-regulated [14].

The regulation changes of these genes observed by qPCR and in the microarray are shown in Figure 4. 

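On the arrays, *Gadd45b*, a stress-induced regulator of growth arrest, rose in the inferior retina by 1.45 (standard error 0.11, adjusted p = 0.00114) and *Lin7b*, a scaffold protein, by 0.87 (standard error 0.11, adjusted p = 0.0138) on the log2 scale (limma). Their changes in the superior retina were 0.73 (adjusted p = 0.245) and 0.15 (adjusted p = 0.925). *Wnt8a*, a secreted signaling protein, had log2 changes of -0.42 (adjusted p = 0.206) in the inferior and 0.17 (adjusted p = 0.911) in the superior retina and passed in neither. The log2 differences between the regions were 0.73 (adjusted p = 0.556), 0.72 (adjusted p = 0.52) and -0.59 (adjusted p = 0.651), and none of them passed. *Lin7b* missed the threshold in the inferior retina without hyperoxia inferior replicate 2 (adjusted p = 0.114), without control inferior replicate 1 (adjusted p = 0.0591), without control inferior replicate 2 (adjusted p = 0.0525) and with only the arrays of the comparison (adjusted p = 0.117), and *Gadd45b* passed in the superior retina with a variance trend (adjusted p = 0.0451), in a range of 0.0451 to 0.81 over its alternatives.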

The direction of the change was confirmed in six of the eight genes that differentially regulate between the inferior and superior retina; the exceptions were *Wnt8a* and *Nr2e3*. The magnitude of the FM between the superior and inferior retina was more dramatic for genes *Edn2*, *Gfap,* and *Bcl3*. For *Cnga2*, the upregulation in the superior and downregulation in the inferior retina were more noticeable; however, the FM between them was < 0.5, which was consistent with the microarray data. For *Hif1α* and *Opn1mw,* which showed no significant change in the microarray, upregulation of approximately 30%–50% was observed by qPCR. However, such upregulation showed no regional differences. 

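*Hif1a*, the oxygen-regulated transcription factor subunit, was at 12.06 ± 0.03 (SD, n = 2) in the control and 12.06 ± 0.10 (SD, n = 2) in the hyperoxia-exposed inferior retina on the log2 scale, a log2 change of -0.0029 (standard error 0.09, adjusted p = 0.996), and its change in the superior retina was -0.03 (adjusted p = 0.989). *Opn1mw* had log2 changes of 0.12 (adjusted p = 0.828) in the inferior and 0.13 (adjusted p = 0.955) in the superior retina. *Cnga2*, a channel of olfactory neurons, was near the low end of the arrays' range, at 3.96 in the control and 3.75 in the hyperoxia-exposed inferior retina, with changes of -0.22 (adjusted p = 0.507) and 0.29 (adjusted p = 0.786) and an FM of -0.361. These genes did not pass the test by limma, which does not show that the levels were equal.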

Upregulation of *Hif1α* by hyperoxia has been reported previously [14], but the upregulation was time-dependent, being prominent after three days of exposure, but not at the 14-day exposure used here.

**Figure 4:**
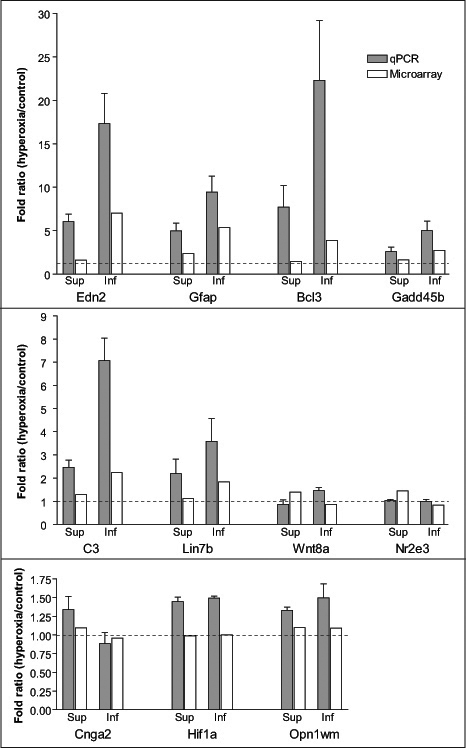
Quantitative PCR validation of expression changes induced by exposure to hyperoxia in a selected cohort of genes. For each gene, the change was estimated in both the superior and inferior retina by microarray analysis and qPCR. The results of qPCR were averaged from three independent experiments, with the error bar indicating the standard error of the mean. Fold ratio values >1 indicate an upregulation and values <1 indicate a downregulation. Where FR=1 (dotted line), expression was unchanged.

## Discussion

The microarray analysis presented provides an overview of regional variations in gene expression in the normal retina before and after hyperoxic stress. Further, immunohistochemical studies will be needed to identify the sites at which gene products are expressed. Although hyperoxia is specifically toxic to photoreceptors, hyperoxia may regulate genes in any of the several classes of retinal neurons and neuroglia, and in the endothelium of blood vessels.

### Gene expression before hyperoxia

Comparing gene expression between the superior and inferior retina under normoxic (control) conditions, two genes showed an FD in expression of greater than two, and 27 showed an FD of greater than 1.5. These differences in gene expression are relatively limited, but may be significant in determining the relative invulnerability of the superior retina to hyperoxic damage and, conversely, the vulnerability of the inferior retina.

Seven out of the 27 genes (listed in Table 1) are involved in anatomic structure development (gene ontology GO-term 0009653). Vax2, Tbx5, and ephrin B2 (Efnb2) are important in eye morphogenesis and are topographic determinants of the visual projections between the retina and tectum. In vertebrate development, the polarity of the dorsal-ventral (dorsal-superior, ventral-inferior) eye axis is determined by spatially restricted expression of transcription factors Vax2 in the inferior retina and Tbx5 in the superior retina [24,25]. Efnb2 is an axon guidance molecule expressed in a low-to-high superior-inferior gradient in the ganglion cell layer [31]. The expression of Efnb2 and its receptor is regulated by Vax2 and Tbx5, which in turn control the dorsal-ventral polarity of retinotectal projection [23]. These developmental patterns were detected in the adult retina in the present experiments, providing evidence that our separation of inferior-superior retina was accurate.

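In the hyperoxia-exposed retinas, whose arrays do not enter the FD of Table 1, 4 patterning genes differed between the regions by limma, all of them in Table 1: *Tbx5* by -1.32 (standard error 0.10, adjusted p = 0.00649) on the log2 scale, *Nr2f2* by -0.90 (standard error 0.10, adjusted p = 0.0233), *Efnb2* by -1.12 (standard error 0.14, adjusted p = 0.0335) and *Vax2* by 1.43 (standard error 0.18, adjusted p = 0.0335), where negative values are higher in the superior retina. *Opn1sw*, at 1.38 (adjusted p = 0.0603), and *Opn1mw*, at -0.73 (adjusted p = 0.163), did not pass. Of the 24 genes of Table 1 named here, 17 had the same direction in these arrays and 4 passed. The median ratio of the difference in these arrays to that in the control arrays was 0.137. All 17 are outside Table 2, and 0 of the 7 genes also in Table 2 kept the direction. Those 7 were chosen with these same arrays, by unequal changes after hyperoxia, and the 17 are the genes that this choice left out. The kept directions and the ratios of the 17 are therefore favoured by construction. The median ratio pools the 7 with the others. Ratios of the 7 ran from -0.912 (*A530032D15Rik*) to -0.043 (*Vcan*). Among the 17 genes outside Table 2 the ratios ran from 0.0169 (*Slc7a11*) to 2.14 (*Adh6b*), and the middle one was 0.796 (*Alpk2*). For *Adh6b* and *A530032D15Rik* the probe sets used here do not have the FD of Table 1. The probe set of *Adh6b* with that FD had a log2 difference of 0.60 in control and 0.01 in hyperoxia-exposed retinas. Of the 12 genes of superior patterning, 3 were higher in the superior region over all probe sets and 6 adjusted over the list alone; the list had an adjusted p = 1.29e-08 by camera and an adjusted p = 0.209 with an estimated correlation. Of the 11 genes of inferior patterning, 1, *Vax2*, was higher in the inferior region over all probe sets and 1 adjusted over the list alone; the list had a median of 0.06 and an adjusted p = 0.0287 by camera, which was lost without hyperoxia inferior replicate 1 or hyperoxia inferior replicate 2, with dim probe sets left out and with an estimated correlation (adjusted p from 0.0516 to 0.209). Each of the 4 calls of single genes was lost without hyperoxia inferior replicate 1, without hyperoxia inferior replicate 2 and without hyperoxia superior replicate 2 (adjusted p from 0.0678 to 0.302); *Nr2f2*, *Efnb2* and *Vax2* were also lost without control superior replicate 1 or control superior replicate 2 (adjusted p from 0.056 to 0.0683), *Efnb2* without hyperoxia superior replicate 1 (adjusted p = 0.101), and *Opn1sw* passed there (adjusted p = 0.039). The same calls of *Nr2f2*, *Efnb2* and *Vax2* were lost with only the arrays of the comparison or with the pigment epithelium covariate, those of *Efnb2* and *Vax2* with the lens covariate or the replicate block, and that of *Vax2* with quantile normalization (adjusted p from 0.0521 to 0.0926), while *Opn1sw* passed with median centring, dim probe sets left out, 1-symbol probe sets or a variance trend and *Opn1mw* with a variance trend (adjusted p from 0.00638 to 0.042). The paper states that these patterns give evidence that the regions were separated accurately.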

Five genes are associated with sensory perception (GO-term 0007600). They belong to the rhodopsin-like superfamily of G-protein-coupled receptors, although they are involved in distinct sensory systems. *Opn1mw* encodes the medium-wave-sensitive cone opsins (expressed in M-cones) and *Opn1sw* encodes the short-wave-sensitive cone opsins (S-cones or “blue” cones). The uneven distribution of cone receptors, with S-cones more numerous in the inferior retina and M-cones in superior retina, has been described in mice [27,28] and cats [26]. The expression differences observed (1.76 for *Opn1sw* in an inferior-superior comparison and −1.64 for *Opn1mw*) confirm the differences in cone topography detected by immunohistochemistry.

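*Mme*, which encodes the peptidase neprilysin, was at 6.42 ± 0.68 (SD, n = 2) in the inferior and 5.29 ± 0.06 (SD, n = 2) in the superior control retina on the log2 scale, an FD of 2.2. The log2 difference was 1.14 (standard error 0.25, adjusted p = 0.85) by limma, and it did not pass. Without control inferior replicate 1 it did (adjusted p = 0.00212). Lens transcripts were high on the control inferior array that was then left, but this does not show that lens tissue raised *Mme*. The paper reports that its qPCR also found *Mme* differently expressed.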

The gene showing the largest FD between the superior and inferior regions of the normoxic retina is *Mme*, which is expressed more than twofold in the inferior retina. The product of this gene is a membrane-bound metalloendopeptidase, commonly known as neutral endopeptidase or neprilysin. It has been found in various cell lines, including endothelial cells and vascular smooth muscle cells. Mme belongs to a family of zinc metalloproteases [32].

Another member of this family is endothelin converting enzyme-1 (ECE-1), which shares 58% amino acid homology with Mme [33]. ECE-1 catalyzes big endothelin to peptide endothelin and plays a key role in proteolytic endothelin activation [34]. However, the conversion of big endothelins to their respective endothelin peptides may not solely depend on ECE-1. In guinea pig lung parenchyma, Mme was suggested to play a role in the conversion to endothelin-1 and endothelin-2 [35]. Given their structural homology, it is not surprising that they share functions. As reported previously [14], endothelin-2 is the most upregulated gene in the whole retina after two weeks of hyperoxia. In the present study, endothelin-2 is the most upregulated gene in the vulnerable inferior retina after hyperoxic exposure. This correlates with the overexpression of Mme in the inferior retina. Perhaps Mme is responsible for or at least represents one pathway of the biosynthesis of endothelin-2 in the inferior retina after hyperoxic exposure.

Somatostatin is uniquely capable of stimulating Mme activity in primary cortical neurons [36]. 

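*Sst*, the gene of the peptide somatostatin, was at 8.12 ± 0.05 (SD, n = 2) in the inferior and 7.38 ± 0.03 (SD, n = 2) in the superior control retina on the log2 scale, a log2 difference of 0.74 (standard error 0.15, adjusted p = 0.848) by limma. In the hyperoxia-exposed retinas its difference was 1.03 (standard error 0.15, adjusted p = 0.0603), and it passed there without hyperoxia inferior replicate 1 (adjusted p = 0.0489), with arrays centred on their medians (adjusted p = 0.0294), over 1-symbol probe sets (adjusted p = 0.0348), with dim probe sets left out (adjusted p = 0.0213) and with a variance trend, in a range of 0.0106 to 0.489 over its alternatives. That of *Mme* was 0.12 (standard error 0.25, adjusted p = 0.937) there.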

Most interestingly, the gene encoding somatostatin (*Sst*) is also expressed more in the inferior than the superior retina (Table 1). The relatively high expression of both *Mme* and *Sst* may provide some insight into the vulnerability of the inferior mouse retina. One possibility is that there is an unknown regulatory peptide that protects photoreceptors against oxidative damage and is also, like amyloid beta (Aβ), a substrate of Mme. Upregulation of Mme might degrade this peptide, reduce its protective action, and cause the vulnerability of the inferior retina to hyperoxic stress. Other possibilities include regional variations in retinal metabolism, which in turn may be observed in regional variations in retinal blood supply. In the rabbit and monkey, for example, regional variations in the choroidal circulation (the major source of oxygen supply to photoreceptors) have been described, matching retinal specializations [37]. An inferior-superior difference in the retinal circulation has also been observed in humans [38].

Another established difference between the superior and inferior retina is environmentally determined. When animals are raised (as in the present experiments) in light from sources in the ceiling of a room, the inferior retina is more exposed to ambient light and is more resistant to subsequent light stress [17]. Exposure to modest ambient light can “pre-condition” the retina, making it resistant to subsequent hyperoxic stress [39]. However, the relative vulnerability of the inferior retina clearly cannot be explained by such a mechanism. The current results provide a starting point for further detailed study and are a first step in describing the mechanisms involved.

### Gene expression after hyperoxia

#### Comparison with previous microarray studies

The present data show that hyperoxia-induced regulation of genes occurred significantly more in the inferior retina in the C57BL/6J mouse retina (Figure 3); the number of significantly regulated known genes identified was approximately sevenfold greater in the inferior retina (58 versus nine). The present data can be compared to the all-retina study of the Natoli group [14], who reported that following hyperoxic exposure for 14 days, 77 known genes were significantly regulated, using the same fold change criterion. Of the 9 genes significantly regulated by hyperoxia in the superior retina in the present study, five (55%) are also on Natoli et al. and coworkers list of all-retina regulated genes. Of the 58 genes significantly regulated by hyperoxia in the inferior retina, 26 (45%) are also on the list of all-retina regulated genes. It was also of interest to compare the inferior-specific regulated genes (Table 2, 97 known genes) with those identified by Natoli group as hyperoxia-regulated in their all-retina analysis. Of the 77 genes identified by Natoli group, 21 (27%) were also in the inferior-specific list, including *Bcl3, C3, Edn2, Gfap,* and *Gadd45b*.

One previous microarray study has described the genes regulated by light damage in mice using the light-vulnerable BALB/cJ mouse strain [40]. The authors of that study reported that 70 genes were upregulated at least twofold. Fourteen of these 70 genes (20%) also displayed differential expression change in this study. It is possible that the light vulnerability of retina in BALB/cJ mice and the hyperoxia vulnerability of the inferior retina of C57BL/6J mice share some common features and mechanisms.

### Endothelin-2

The gene *Edn2* that encodes endothelin-2 is the most strongly regulated gene in the inferior retina after hyperoxic exposure and is also the most differentially regulated gene between the inferior and superior retina after hyperoxic exposure (Table 2). Its expression increased sevenfold in the inferior retina compared to 1.6 fold in the superior retina after exposure to hyperoxia.

Endothelin-2 belongs to a family of peptides comprising endothelin-1, endothelin-2, and endothelin-3 [41]. The endothelins are stress-responsive regulators that work in paracrine and autocrine fashion in a variety of organs, with either beneficial or detrimental results. For example, endothelin-1 is a potent vasoconstrictor in blood vessels. It also acts as a mitogen on the vascular smooth muscle and has been implicated in several vascular diseases, such as hypertension and atherosclerosis [42].

Endothelin-2 has been found to be produced in endothelial cells, the heart, and the kidneys [43,44]. In the retina, the expression of Edn2 is highly induced in models of retinitis pigmentosa, retinal detachment, and light damage and the increased production of Edn2 is localized to photoreceptors [45]. Photoreceptor-derived Edn2 is suggested to serve as a stress signal in the signaling cascade between the photoreceptor and Müller glia cells. In the presence of damaging stress such as excessive light exposure and gene mutation, Müller glia cells sense the photoreceptor damage and react by upregulating leukemia inhibitory factor (LIF) [46]. An increase in leukemia inhibitory factor in turn induces the expression of Edn2 in photoreceptors. The signal is then passed back to Müller glia cells by binding Edn2 to endothelin receptor B (Ednrb), which is expressed on Müller cells. This positive feedback loop then stimulates the production of survival factors, such as fibroblast growth factor 2 (FGF2), in Müller cells and/or photoreceptors to protect visual cells from further damage [45,46].

### Involvement of the immune system

Misregulation of the innate immune response and other immune-mediated processes has been suggested to play a role in the development and progression of retinal degenerative diseases, such as age-related macular degeneration (AMD), in human patients [47,48]. The involvement of inflammation and immune-mediated processes has been suggested, for example, in the formation of drusen and inflammation triggered by the debris generated by dying retinal pigment epithelial (RPE) cells, as a factor in photoreceptor cell death [48].

Complement cascade proteins have been shown to be upregulated in the AMD retina, showing a strong presence along the RPE-choroid interface and in drusen, the hallmark of AMD, suggesting that the activation of the complement pathway has a potential role in drusen biogenesis and the etiology of AMD [47]. A murine model of laser-induced choroidal neovascularization (CNV) in C57BL/6J mice revealed the deposition of C3 and membrane attack complex in the neovascularizing tissue. Complement depletion in C3^−/−^ mice resulted in the inhibition of CNV and a marked reduction of angiogenic factors [49]. C3a is the bioactive fragment of complement component C3; a blockade of the C3a receptors (C3aR) also reduces CNV [50]. In addition, in the degenerative mouse model *rd1*, the gene ontology groups, “defense response,” “complement activity,” and “stress response,” were significantly over-represented in the differentially expressed genes in the degenerative retina. The classical complement pathway was found to be upregulated in the *rd1* mouse [51]. The complement pathway has also been implicated in the development of glaucoma and in a model of ocular hypertension [52,53].

Immune-related factors and pathways may thus be important in the process of photoreceptor cell death induced by hyperoxic stress. The present data increase previous understanding of this involvement, but are arguably still inadequate to determine whether immune misregulation causes or results from cell death induced by hyperoxia.

### Retinal disease relevant genes

Seven genes listed in Table 2 were identified as associated with ophthalmic diseases and three of them correspond to known retinal disease loci listed on the RetNet website (*C3,* versican *[Vcan],* and *Nr2e3*). Previous studies reported a significant association between a polymorphism in the *C3* gene and susceptibility to AMD [54,55]. Wagner syndrome can be caused by a mutation in the human *VCAN* gene, which encodes versican, a proteoglycan present in the vitreous body [56]. The syndrome features peculiar lesions of the vitreous and retina, retinal detachment, and progressive chorioretinal dystrophy [56,57]. Versican is widely distributed in the extracellular matrix of a variety of tissues and plays an important role in reducing oxidant injury by enhancing cell-matrix interaction [58]. Mutations in the human *NR2E3* gene, which encodes a retina-specific nuclear receptor, lead to enhanced S-cone syndrome and retinitis pigmentosa [59].

### Antioxidant genes

Metallothioneins (MTs) are a class of low molecular weight, cysteine-rich proteins that bind with copper and zinc. The metallothionein family is composed of four separately encoded isoforms, known as MT-I, -II, -III, and -IV [60]. They serve as important regulators of metal homeostasis and provide cytoprotection in tissues subjected to oxidative stress as a result of their free radical scavenging ability [61]. Increased expression of MT has been reported in various induced models of retinal degeneration, including light [40], hyperoxia [14], and hypoxia [62]. Metallothioneins have been shown to protect RPE cells against toxic levels of cadmium, heme- and iron-induced oxidation, and UV light-induced apoptosis [63]. As endogenous antioxidants, they also protect ganglion cells from oxidative stress caused by the glutamate analog N-methyl-D-aspartic acid (NMDA) [64]. In this study, expression of *Mt1* and *Mt2* is more elevated in the inferior retina that has more tissue damage. 

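*Mt2* rose in the inferior retina by 1.27 (standard error 0.15, adjusted p = 0.00929) and *Mt1* by 0.65 (standard error 0.09, adjusted p = 0.0256) on the log2 scale (limma); both encode metal-binding antioxidant proteins. Their changes in the superior retina were 0.48 (adjusted p = 0.762) and 0.08 (adjusted p = 0.957). The differences between the regions were 0.80 (adjusted p = 0.641) and 0.57 (adjusted p = 0.593) and did not pass. Of 35 genes of metallothioneins and antioxidants, these were the 2 that rose over all probe sets (3 adjusted over the list alone), and 0 fell; 3 of them are in the paper's tables and are not independent evidence. The list had an adjusted p = 0.000759 by camera and an adjusted p = 0.286 with an estimated correlation. Without any 1 of the control superior, control inferior or hyperoxia inferior arrays *Mt1* missed the threshold (adjusted p from 0.0541 to 0.189), and *Mt2* did without hyperoxia inferior replicate 1 (adjusted p = 0.0577) and without hyperoxia inferior replicate 2 (adjusted p = 0.114). *Mt1* also missed it with only the arrays of the comparison (adjusted p = 0.136) and with the pigment epithelium covariate (adjusted p = 0.0731).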

The prominence of antioxidants in the retina’s response to hyperoxia indicates the importance of free radicals in the damage caused [14]. Conversely, the vulnerability of the inferior retina does not seem to be due to lack of antioxidants in that region. However, the upregulation of Mt1 and Mt2 are not sufficient for protecting the inferior retina against hyperoxia-induced cell death. This is consistent with previous findings that Mt1 and Mt2 alone are insufficient for protecting photoreceptors against hyperbaric oxygen-induced cell death [16].

How the deposited data were processed for this re-analysis (not part of the article)

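RNA of the superior and inferior retina of control mice and of mice kept in 75% oxygen for 14 days was measured on 8 Affymetrix Mouse Gene 1.0 ST arrays, 2 for each of the 4 groups. Exposure began at an age of 83 to 90 days, and control mice were killed at the same age as exposed mice. Each sample pooled 2 animals. The authors deposited log2 values made in Partek with RMA background correction and median polish; versions are not given in the sources used here. These values were used as deposited, with no further normalization. The fold values of the paper's tables match ratios of group means of these values within 0.011 for 22 of 24 genes of Table 1 and 85 of 91 genes of Table 2, which sets their scale and direction. The tests and p-values of Table 2 given elsewhere cover 90 genes, not these 91.

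The table holds 28853 probe sets, of which 21789 have 1 gene symbol in the platform annotation, 1621 have several and 5443 have none listed; no gene was named from a probe set with several. The 1-symbol probe sets stand for 19938 genes, and 21698 of these probe sets were matched by Entrez ID to the gene table of GRCm38.p6, which changed 0 symbols. Genes of the paper with no such probe set are not analysed here. Where several probe sets share a symbol, the one with the highest mean log2 value stands for the gene.

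Group means were fitted with limma 3.58.1 in R 4.3.3 over all arrays, with 4 residual and 4.47 prior degrees of freedom, and empirical Bayes p-values were adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. The comparisons were inferior against superior in control and in hyperoxia-exposed retinas, hyperoxia against control in each region, and the difference between those changes. FD, FR and FM were computed as the paper defines them. Counts at the paper's thresholds used the unmoderated 2-way model for FR and FM and, for FD, a 2-sample test with equal variance on the control arrays. The p-values of Table 1 match the post hoc contrast over all arrays for 22 of 24 genes and the 2-sample test for 0, so that contrast was added as an alternative after seeing the values, and the 2-sample test set earlier stays the one reported first; those of Table 2 match the interaction for 84 of 90.

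Lists of 29 gene groups were tested with camera at a preset correlation of 0.01 and again with an estimated one: complement, microglia and macrophages, other blood leukocytes, MHC class I presentation, interferon response, cytokines and chemokines, glial stress response, metallothioneins and antioxidants, HIF targets, cell death, the endothelin pathway, rods, cones, superior and inferior patterning, retinal pigment epithelium, choroid and sclera, ciliary body and iris, lens, vascular endothelium, pericytes and smooth muscle, erythrocytes, Muller, ganglion, bipolar, amacrine and horizontal cells, olfactory and vomeronasal receptors, and small RNAs. Genes to name were, for each comparison, the 15 higher and 10 lower with the largest change past the test and no overlap between groups, the 10 with the smallest p where fewer passed, the 4 leading members of each list and every gene that the paper names, whose values in its tables had been seen; the text gives part of them, and *Cx3cr1*, *Lpl*, *Oasl2* and *Tmem119* were chosen from their lists after their values were seen.

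On data simulated for hyperoxia against control in the inferior retina over 28853 probe sets, the test found 22.4% of 67 probe sets changed by a log2 value of 0.5, 89.6% of 67 changed by 1 and 98.5% of 66 changed by 2, and 6 of 146 calls were of unchanged probe sets. The alternatives were quantile normalization, median centring, leaving out probe sets with a mean log2 value under 6, 1-symbol probe sets only, only the arrays of a comparison, the methods' t-test, a variance trend, a robust prior, the replicate number as a block, other forms of the fold ratio, the distance and the probe set for a gene, and leaving out each array; covariates for lens and for pigment cell transcripts were added after seeing the data.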

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

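All tests of explanations in this part were chosen after the results were seen. *Edn2* was the gene whose change after hyperoxia differed between the regions (log2 difference 2.11), and the paper reports it.

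The microglial list also differed between the regions, with a median log2 difference of 0.44, and its genes had unequal values in the inferior retina, from 1.98 for *Ly86* to -0.04 (adjusted p = 0.962) for *Lpl*, the lowest; *Tmem119* was at 0.14 (adjusted p = 0.776) and *Cx3cr1* at 0.66 (adjusted p = 0.108), which passed with a variance trend (adjusted p = 0.0445, in a range of 0.0445 to 0.453). Members of the list are in Table 2, which was chosen on these samples by unequal changes after hyperoxia. The difference of the list between the regions is therefore not independent evidence. A loss of photoreceptors that raises the share of every other cell type is argued against. The highest median among 5 lists of other retinal cells was 0.0609, against 0.66 for microglia. More microglia with unchanged expression in each cell stays open: of 13 members with a mean log2 value of at least 7, a share of 0.615 had a 95% interval that left out the median of those members, but the background of each probe set is unknown and may compress a common rise unequally, and 0 members had an interval below 0. That dim probe sets understate a common rise stays open for the dimmer members. Spearman rho between level and change was 0.324 over 48 genes, which are not independent replicates. For the 13 members with a mean log2 value of at least 7, a low level alone is argued against, since 8 of their intervals left out their median. At similar mean levels, *Laptm5* (7.47) was at 1.60 (standard error 0.12), *Cx3cr1* (7.49) at 0.66 (standard error 0.14) and *Lpl* (7.51) at -0.04 (standard error 0.17). Unequal background at a given level stays open there. The bounds of both tests were rewritten after their values were seen. The first form, the same share around the median of all members (0.615), would have excluded both. A second form, dropped, counted low-side members only among those with a mean log2 value from 7 to 10. It asked for more than the 1 that there was. Of the 13 members, the intervals of 6 lay above the median of those members and of 2 below it.

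HIF targets, the genes of the response to low oxygen, which the paper does not discuss as a group, had a median log2 change of -0.41 in the inferior retina, where 2 of 31 fell over all probe sets, 19 adjusted over the list alone, and 0 rose; *P4ha1*, a collagen hydroxylase, was at -0.90 (adjusted p = 0.0106) and *Pdk1*, a kinase that limits pyruvate oxidation, at -0.82 (adjusted p = 0.0226). The list had an adjusted p = 0.0121 with an estimated correlation in the inferior and an adjusted p = 0.0336 in the superior retina (median -0.17), and the difference between them an adjusted p = 0.154 with an estimated correlation. *Pdk1* missed the threshold without control superior replicate 1 or control superior replicate 2, without control inferior replicate 1 or control inferior replicate 2 and without hyperoxia inferior replicate 2 (adjusted p from 0.0575 to 0.145), and *P4ha1* without control inferior replicate 2 (adjusted p = 0.0551) and without hyperoxia inferior replicate 2 (adjusted p = 0.114); both missed it with only the arrays of the comparison (adjusted p = 0.136 and 0.108), and *Pdk1* with the pigment epithelium covariate (adjusted p = 0.063). In all, 62 named genes that passed in the inferior retina are outside Tables 1 and 2, compared by symbol and by the values of the sequences they list.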

How the results depend on the processing

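The covariates and the post hoc contrast for FD were chosen after the results were seen. Over 158 genes and lists, 2526 of 2811 alternative values kept their direction and side of the threshold, 248 lost the threshold, 34 gained it and 3 reversed. With dim probe sets left out, calls numbered 259 in the inferior and 12 in the superior retina, 2 for the difference of the changes and 70 between regions after hyperoxia, and 8 passed the paper's thresholds for FD and 90 for FM; fewer probe sets are then tested. With a variance trend calls were 374 (231 higher and 143 lower), 21, 3 and 84, and by the methods' t-test 2, 0, 0 and 0. With only the arrays of a comparison they were 39 in the inferior retina and 22 between regions after hyperoxia. Median centring and 1-symbol probe sets each gave 1 call between regions of control retinas, and the latter 9 in the superior retina. Each retina was divided into a superior and an inferior part and the replicates run independently. Neither the labels nor the paper's text says that a number marks shared animals or a shared run. The numbers were not taken as pairs for this reason, and because the correlations of deviations (-0.0213 to 0.144) were not all over 0.1. Only superior and inferior samples of the same treatment could share animals. Their correlations were 0.0723 in control and 0.104 in hyperoxia-exposed retinas. The bound over all correlations therefore cannot decide whether they shared animals, which stays open, as does a source shared by the samples of replicate 2. With the replicate block, calls were 2 in the superior retina, 25 between regions after hyperoxia and 36 for FD. The lens covariate gave 8 in the superior retina; the pigment covariate gave 0 there, 0 for the difference of the changes and 10 between regions after hyperoxia. The pigment covariate itself rose with hyperoxia in the superior retina, so its 0 there does not bear on the cause. With an estimated correlation 7 of 16 lists passed in the inferior retina. Moderated p-values at the paper's thresholds gave 93 for FD, 24 for FR in the superior retina and 295 for FM, and the post hoc contrast 38 for FD.

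Without single arrays, where the lone array of a group is assumed to vary like the other groups, calls ranged from 0 to 53 between regions of control retinas, 35 to 168 and 0 to 3 after hyperoxia in the inferior and superior retina, 1 to 30 for the difference and 0 to 69 between regions after hyperoxia; lists from 11 to 16; the log2 ratio of distances from -0.36 to 0.25, where a lone array lengthens every distance to its group; and, at the paper's thresholds, FD 20 to 63, FR 9 to 19 in the superior and 63 to 113 in the inferior retina, FM 125 to 205, and p under 0.01 278 to 404 in the superior and 468 to 740 in the inferior retina. The median of the lens list ranged from -0.43 without control inferior replicate 2, where it reversed, to 1.85 without control inferior replicate 1 between regions of control retinas, and from -1.74 without control inferior replicate 1 to 0.33 without control inferior replicate 2, where it reversed, after hyperoxia in the inferior retina. There the retinal pigment epithelium list ranged from -0.0183 without control inferior replicate 1, where it reversed, to 0.24 without control inferior replicate 2. Apart from the distances and the lens list, whose array was left out, the cause was not tested. Each omission also leaves fewer residual degrees of freedom, which alone can cost calls. An omitted array outside a comparison leaves the difference unchanged, and either replicate of its group gives the same fit. Such losses therefore say nothing about that array, and the totals of alternative values count both omissions. Signal over background, which limits what arrays can show, was not measured per probe set.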

Differences from the paper's values

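The post hoc contrast for FD and the other probe sets of a gene were chosen after the results were seen. The 9 values that differ for single genes belong to 5 genes, 4 of them with several probe sets, where the one with the highest mean stands for the gene. Of the alternatives set before the data were examined, leaving out hyperoxia inferior replicate 1 or control inferior replicate 2 brought the FR of *H2-Q2* within 1.5 times of the paper's (1.16 and 1.15), and none did so for the other values. The paper's FD of *Adh6b* is 1.516 and the value here 1.03; another probe set of the gene, looked at after seeing the values, has 1.52. For *A530032D15Rik* the paper's FD is -1.503, its FR in the superior retina 0.64 and its FM 0.69, and the values here are 1.11, 1.31 and -0.23; a probe set that lists it with another gene, looked at after seeing the values, has -1.5, 0.637 and 0.687. For *Taf1d*, which Table 2 lists as *Josd3*, the paper's FR in the inferior retina is 0.64 and its FM -0.64, and the values here are 1.00 and -0.0431; other probe sets of the gene, looked at after seeing the values, have an FR of 0.64 and an FM of -0.638. For *Mitf* the paper's FM is -0.58 and the value here 0.0589, with -0.585 at another probe set, looked at after seeing the values. For *H2-Q2* the paper's FR in the inferior retina is 1.71 and its FM 0.53, and the values here are 1.04 and 0.0714; the sequence that Table 2 gives for it belongs to another probe set in the annotation used here, and a probe set with no gene symbol, looked at after seeing the values, has 1.71 and 0.526. The FR values of *Wnt8a* and *Suclg2* lie within 1.5 times of the paper's and their FM values within the replicate SD. A probe set chosen in this way drops none of the paper's other genes.

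The paper counts 31 sequences with an FD over 1.5 and 27 known genes among them, and the 2-sample test gave 20 and 12. For the sequences, the alternatives set before the data were examined that come within 1.5 times of the paper's count are median centring (22), a ratio of arithmetic means (21), the replicate block (36), and leaving out control superior replicate 1 or control superior replicate 2 (26 each). For the known genes they are the replicate block (25) and leaving out control inferior replicate 2 (38), and the other alternatives kept the counts apart. The post hoc contrast over all arrays, chosen after seeing that it matches the p-values of Table 1, gives 38 and 26; it drops 2 of the 24 genes of Table 1 named here, and the 2-sample test drops 15.

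The paper counts 2 genes with an FR under 0.5 in the inferior retina, and 4 were found here. With dim probe sets left out there are 3, within 1.5 times of the paper's count; the other alternatives kept them apart.

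The paper states that the replicates of each group clustered most closely to each other. Over the 4 groups, 3 pairs did, and the control inferior pair, 41.5 apart, did not. The paper places the superior groups closest to each other, and here the control groups merged first, at 26.2 against 26.3. Without control inferior replicate 1 or control inferior replicate 2 the superior groups were the closer pair, but a group left with 1 array lies farther from every other group by construction, so this does not bear on the order. A sentence of the discussion gives *Efnb2* a gradient that rises toward the inferior retina; it was higher in the superior control retina here, as in Table 1, with a log2 difference of -0.70 (adjusted p = 0.848).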

Other observations

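All tests of explanations in this part were chosen after the results were seen. Interferon response genes rose in the inferior retina after hyperoxia: 8 of 43, with 0 lower by limma (24 adjusted over the list alone; 4 in the paper's tables, which are not independent evidence), among them *Irf9*, part of an interferon-activated transcription complex, at 1.14 (adjusted p = 0.00129) and *Oasl2* at 1.14 (adjusted p = 0.0284). The list had an adjusted p = 0.0442 with an estimated correlation. *Oasl2* missed the threshold without hyperoxia superior replicate 1 or hyperoxia superior replicate 2, without hyperoxia inferior replicate 1 or hyperoxia inferior replicate 2 and without control inferior replicate 2 (adjusted p from 0.0517 to 0.226), and with only the arrays of the comparison or the lens covariate (adjusted p = 0.135 and 0.0559). Of 32 cytokine and chemokine genes 2 rose (4 adjusted over the list alone), with an adjusted p = 0.0442 for the list with an estimated correlation. Rod genes had a median of -0.18 and 0 of 37 past the test (1 higher and 5 lower adjusted over the list alone), with an adjusted p = 1.58e-08 by camera and an adjusted p = 0.572 with an estimated correlation. The median was -0.03 without hyperoxia inferior replicate 2, where the adjusted p by camera was 0.0593, and -0.30 without hyperoxia inferior replicate 1. In the superior retina 0 of 38 retinal pigment epithelium genes passed over all probe sets and 22 were higher adjusted over the list alone; the median per array was -0.52 and -0.17 in the control superior and 0.22 and 0.22 in the hyperoxia superior retina.

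The other lists had an adjusted p over 0.05 with an estimated correlation in the inferior retina after hyperoxia. By limma 2 genes were higher and 2 lower of 23 for Muller cells, and 1 was higher of 20 for cones, of 9 for the endothelin pathway (*Edn2*), of 38 for retinal pigment epithelium and of 21 for choroid and sclera. No member passed among 21 for other blood leukocytes, 29 for cell death, 18 for ciliary body and iris, 24 for lens, 29 for vascular endothelium, 16 for pericytes and smooth muscle, 4 for erythrocytes, 21 for ganglion cells, 21 for bipolar cells, 26 for amacrine cells, 12 for horizontal cells, 12 for superior patterning, 11 for inferior patterning, 1209 for olfactory and vomeronasal receptors and 359 for small RNAs; 2708 of all probe sets had an unadjusted p under 0.05.

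At the thresholds of Tables 1 and 2, with the post hoc contrast for FD, 12 probe sets passed both with opposite sign and 0 with the same sign, while independent lists of these sizes would share 0.18. Both tables use the same control arrays, and 100 simulations with no effect gave a median of 18 with opposite sign and a central 95% from 11 to 26.5; with the 2-sample test the overlap was 7, against a simulated median of 10. Chance values of the shared control arrays may give such an overlap. However, the simulations placed a median of 49 probe sets past the Table 1 thresholds, against 38 observed, so they do not decide this. A regional difference that hyperoxia removes cannot be told apart from such chance values. The same arrays chose the probe sets (median ratio of the differences -0.388).

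The lens list differed by 2.32 between the control inferior arrays, in its median over 24 genes. Replicates of a group share region and oxygen level, so no biological explanation was tested. Lens tissue carried over with 1 sample alone is argued against, since replicate 2 also lay above replicate 1 in the 3 other groups, where the median difference was at least at percentile 99.95 of 10000 random lists matched on expression, whose genes need not move together as lens genes do. Lens tissue carried over in unequal amounts with several samples and a source shared by the samples of replicate 2 cannot be told apart: replicate 2 was higher in 4 of 4 groups, which are too few to exclude chance.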
